# Multiomics analysis of adaptation to repeated DNA damage in prostate cancer cells

**DOI:** 10.1080/15592294.2023.2214047

**Published:** 2023-05-17

**Authors:** D. Challis, T. Lippis, R. Wilson, E. Wilkinson, J. Dickinson, A. Black, I. Azimi, A. Holloway, P. Taberlay, K. Brettingham-Moore

**Keywords:** DNA damage, DNA methylation, transcriptome, Proteome, Prostate cancer

## Abstract

DNA damage is frequently utilized as the basis for cancer therapies; however, resistance to DNA damage remains one of the biggest challenges for successful treatment outcomes. Critically, the molecular drivers behind resistance are poorly understood. To address this question, we created an isogenic model of prostate cancer exhibiting more aggressive characteristics to better understand the molecular signatures associated with resistance and metastasis. 22Rv1 cells were repeatedly exposed to DNA damage daily for 6 weeks, similar to patient treatment regimes. Using Illumina Methylation EPIC arrays and RNA-seq, we compared DNA methylation and transcriptional profiles between the parental 22Rv1 cell line and the lineage exposed to prolonged DNA damage. Here we show that repeated DNA damage drives the molecular evolution of cancer cells to a more aggressive phenotype and identify molecular candidates behind this process. Total DNA methylation was increased while RNA-seq demonstrated these cells had dysregulated expression of genes involved in metabolism and the unfolded protein response (UPR) with Asparagine synthetase (ASNS) identified as central to this process. Despite the limited overlap between RNA-seq and DNA methylation, oxoglutarate dehydrogenase-like (OGDHL) was identified as altered in both data sets. Utilising a second approach we profiled the proteome in 22Rv1 cells following a single dose of radiotherapy. This analysis also highlighted the UPR in response to DNA damage. Together, these analyses identified dysregulation of metabolism and the UPR and identified ASNS and OGDHL as candidates for resistance to DNA damage. This work provides critical insight into molecular changes which underpin treatment resistance and metastasis.

## Introduction

Following cancer diagnosis, patient response to treatment and prognosis is uncertain. Therapeutic interventions, such as chemotherapy or radiotherapy, frequently rely on repeated DNA damage to induce cancer cell death. Unfortunately, in cases of treatment resistance, this can result in repeated DNA repair which has the potential to alter the molecular profile of the surviving cell population. Molecular evolution during the treatment period therefore has the potential to contribute to more aggressive disease in the longer term. Supporting this concept, increased treatment resistance and migration of prostate cancer cells has been demonstrated in cell populations surviving recurrent damage [1,2].

Despite intensive research efforts over the past decades to identify predictive markers of treatment response and prognosis in cancer, few have reached clinical utility. While patient biopsies can be informative, often the genetic heterogeneity between patients and within tumours creates ‘noise’ and hinders successful identification of markers. The question remains, how do we resolve these challenges to identify the changes responsible for treatment response and prognosis? To understand how cells survive and potentially evolve during treatment it is necessary to determine how repeated DNA damage influences their molecular profile. Analysing the changes in cell behaviour and gene expression over an extended period of DNA damage will provide insight into the key factors driving cell survival.

We have previously reported a large transcriptional response to a *single* dose of irradiation along with stable epigenetic changes [3,4]. This raises the question, how does the molecular profile evolve in response to cycles of repeated DNA damage and repair? This is particularly relevant as most cancer patients receive recurrent fractionated treatment. We have generated an isogenic model of 22Rv1 prostate cancer cells to identify potential drivers of treatment resistance and metastasis to inform selection of predictive biomarkers. The radiomimetic and glycopeptide, phleomycin, was used to induce double-strand breaks (DSBs) in DNA [3,5] on a daily basis for a period of six weeks. The aim of this analysis was to provide a comprehensive insight into molecular changes that occur in response to DNA damage. The impact of repeated DNA damage and repair on cell survival and migratory potential was assessed along with the evolution of the transcriptional and epigenetic profile of the cells using the Illumina NovaSeq 6000 and EPIC array platforms. The clinical relevance of this data was further supported by proteomics analysis of a single 2 gray (Gy) dose of radiotherapy, with the dysregulated pathways identified supporting the RNA-seq data. Ultimately, this will aid in understanding how cells surviving DNA damaging treatments undergo molecular evolution which may contribute to future treatment resistance and metastasis.

## Results

### Prostate cancer cells exposed to repeated DNA damage have increased survival and invasive potential.

To establish an isogenic model of resistance to DNA damage, 22Rv1 prostate cancer cells were treated daily with 1 µg/ml of phleomycin for 6 weeks. In order to assess resistance of these cells to DNA damage, clonogenic survival was assessed following 6 weeks of treatment (6WP), as well as in parental/wild type (WT) and age matched (AM) control cells at the indicated doses (*n* = 3). Cell survival generally decreased with increasing phleomycin concentrations for all cell types, which demonstrated phleomycin was functioning as expected (Figure 1a). Phleomycin function was also supported by immunofluorescence data illustrating increased γH2A.X foci, and therefore double-strand breaks (DSBs), in response to phleomycin treatment (Figure S1). Following treatment at 10 µg/ml, 6WP cells displayed 76% survival compared to 59% survival for AM controls and 46% for WT controls (Figure 1a). The difference in survival between WT controls and 6WP cells was statistically significant (*P* = 0.0229). Phleomycin treatment at 50 µg/ml further decreased cell survival, although approximately 40% survival was observed for all cell types (Figure 1a). Following drug treatment at 100 µg/ml, 6WP cells showed 28% survival compared to 18% and 11% survival for AM and WT controls respectively (Figure 1a). Here the difference in survival between WT and 6WP cells was not statistically significant (*P* = 0.317). Overall, these data indicate that 6WP cells can generate more viable colonies than control cells when treated with 10 µg/ml of phleomycin, indicating resistance to DNA damage.

**Figure 1.**
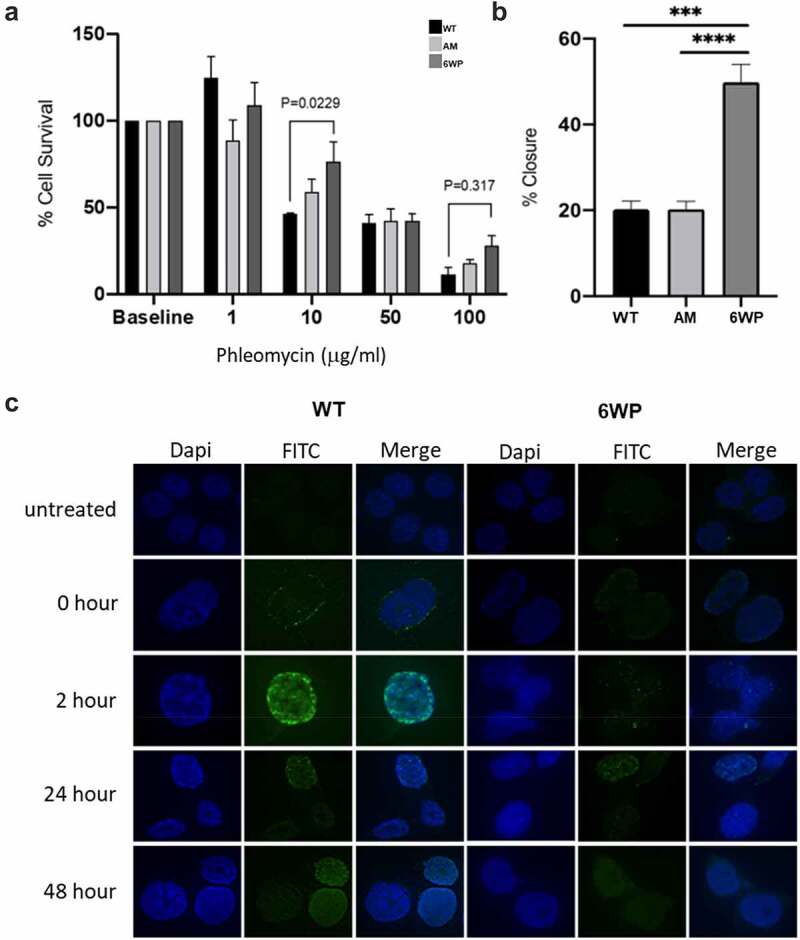
Repeated DNA damage increases cell survival and invasive potential. A) 22Rv1 cells were treated daily with 1 μg/ml of phleomycin for 6 weeks (6WP) or left untreated (WT, AM). A total of 1000 cells were treated with the indicated concentrations of phleomycin for 1 hour. Colonies were stained following 12 d of growth and percentage survival was calculated. The mean and SEM of three biological replicates is shown. Significance was determined by two-way ANOVA and Sidak’s post-test. *P < 0.05. B) WT, AM and 6WP cells were grown on chamber slides, scratched, and imaged at 0 and 48 hours. Results represent the percentage of the scratch width covered by migration at 48 hours relative to 0 hours. The mean and SEM of 3 biological and 3 technical replicates are shown. Significance was determined using a Student’s one-tailed t-test. *** *P* < 0.0001. C) Immunofluorescence staining for γH2A.X foci (FITC) in WT and 6WP cells following recovery from phleomycin-induced DNA damage at the indicated time points.

Next, the metastatic potential of these cells was assessed using a scratch assay. Cells were grown to confluency on chamber slides and monolayers were scratched with a pipette tip. Images captured at 0 and 48 hours were then compared to determine the percentage closure (n = 3, Figure 1b). At 48 hours 6WP cells showed 50% closure compared to 20% closure for both AM and WT controls (Figure 1b). These differences were highly significant (P = 0.0005 and *P*=<0.0001) suggesting increased migratory potential of cells surviving repeated DNA damage. Further investigation of response to phleomycin-induced DNA damage in the WT vs 6WP cells, using γH2A.X immunofluorescence, indicated that fewer DNA damage foci were evident over a 48 hour period in the 6W treated cells (Figure 1c).

### Prostate cancer cells surviving repeated DNA damage have increased DNA methylation

We have previously demonstrated that a single dose of radiotherapy alters the transcriptome and stably alters DNA methylation in prostate cancer cells [3,4]. We therefore became interested in how repeated exposure to and recovery from DNA damage could influence the DNA methylation profile of cells. 22Rv1s were exposed to daily DNA damage using the radiomimetic, phleomycin, over a 6-week period and the molecular evolution of cells during treatment was profiled using DNA methylation analysis (Illumina EPIC arrays, *n* = 2). To estimate the methylation status of a CpG, methylated and unmethylated probes are used and the intensity of each of the probes is measured [6]. The beta-value represents the ratio of the methylated probe intensity and the total signal intensity. Beta-values range from 0 to 1, with 0 representing 0% methylation and 1 representing 100% methylation [6].

Heatmaps generated depict methylation levels as Z-Scores, which represent the number of standard deviations from the mean level of methylation (Figure 2a), AM data is included for comparison. The gene names for the top 50 differentially methylated genes are included in Table S1. The top 50 DNA methylation changes which occur in cell culture in the absence of DNA damage (WT vs AM) are displayed in Figure S2.

**Figure 2.**
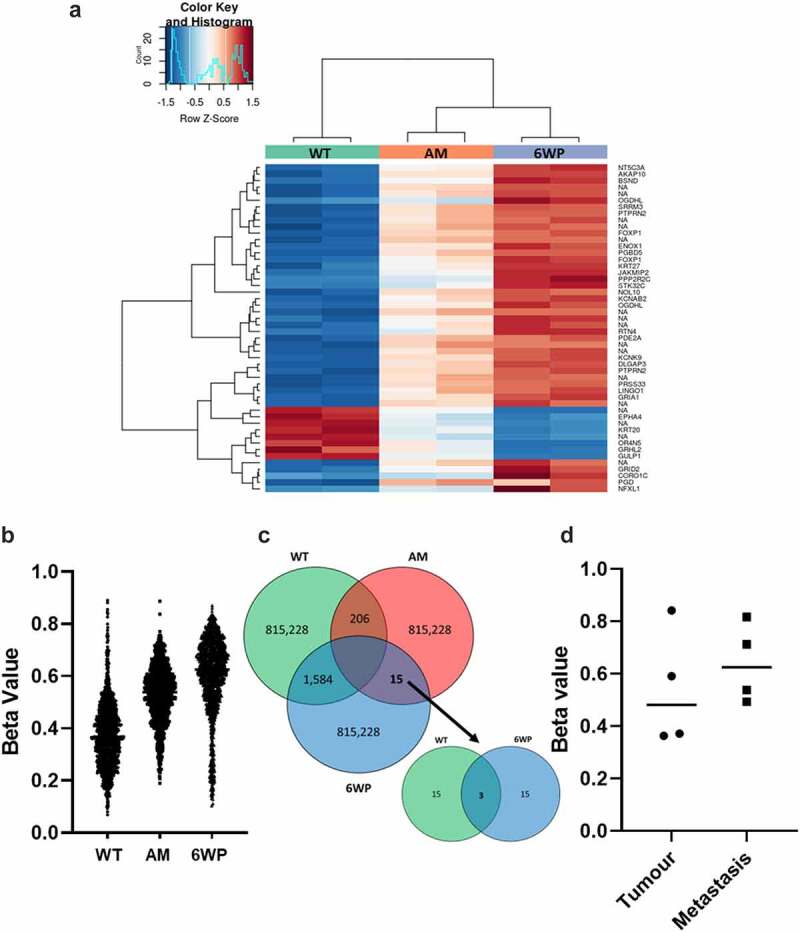
Repeated DNA damage in 22Rv1 cells increases DNA methylation. 22Rv1 cells were treated daily with 1 μg/ml of phleomycin for 6 weeks (6WP) or left untreated (WT, AM). DNA was extracted and DNA methylation was profiled by the Australian Genome Research Facility (AGRF) using the Illumina EPIC 850k array. A) Heatmap of top 50 most differentially methylated CpGs. Red indicates high levels of methylation and blue low methylation relative to the mean for a given CpG. CpGs not associated with a known gene are labelled ‘NA.’ B) Plot of over 1500 CpGs in 22Rv1 prostate cancer cells that displayed a beta change >0.25 after 6 weeks of daily DNA damage with a radiomimetic (1= fully methylated; 0= unmethylated). C) intersection of probes across the treatment groups. D) Beta values for OGDHL gene body methylation in four matched primary prostate and metastatic tumours (probe cg08846770 from EPIC array). Data was analysed via students t-test (ns).

The samples were not overly distinct in their global DNA methylation patterns. No significantly differentially methylated CpGs were identified using the corrected p-values. To interrogate the data further, probes with an uncorrected P-value <0.05 were identified. It is important to note that these are not considered statistically significant, however, they are useful in exploratory analysis. For probes with an uncorrected P-value <0.05, beta-values were averaged across replicates and filtered for a > 0.25 beta-value difference between treatment groups. When comparing WT controls and 6WP cells 1584 differentially methylated CpGs were identified, and these are plotted in Figure 2b along with AM for comparison. Between WT controls and AM controls 206 differentially methylated CpGs were identified. Finally, across the entire array, between AM controls and 6W phleomycin treated cells only 15 CpGs were differentially methylated using a cut-off of 0.25. Of these, only 3 CpGs were also differentially methylated between WT and 6W treated cells (Figure 2c), and only 1 CpG was associated with a known gene. This gene was Oxoglutarate Dehydrogenase-Like (*OGDHL*). To determine whether the increased *OGDHL* gene body methylation may be associated with more aggressive disease, matched primary prostate tumours and bone metastases (pairs from the same patients), previously profiled by Wilkinson et al. [7] using the Illumina MethylationEPIC beadchip, were interrogated for the two OGDHL probes cg08846770 and cg00898123 identified in our analysis. Unfortunately probe cg00898123 could not be investigated as it had been removed from analysis due to poor quality. A slight increase in DNA methylation at cg08846770was observed in metastatic disease, however this was not significant at *n* = 4 (Figure 2d).

### Prostate cancer cells surviving repeated DNA damage dysregulate expression of genes involved in the unfolded protein response

Next, global transcriptional changes were profiled in our model of repeated DNA damage. RNA was extracted from 22Rv1 cells treated daily for 6 weeks with 1 μg/ml of phleomycin (6WP) and from WT and AM control cells (*n* = 2). 

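22Rv1 is a prostate cancer cell line, and phleomycin is a radiomimetic drug that breaks DNA. WT cells were harvested at week 0, and AM cells were cultured for 6 weeks without phleomycin in parallel with the 6WP cells. The authors deposited raw counts per gene symbol in 2 libraries per group, to which the TMM normalization of the methods had not been applied. Total counts were 22112789 and 21222201 in the WT libraries, 23362469 and 35311945 in the AM libraries, and 27044897 and 28899328 in the 6WP libraries. The smallest amount taken as detectable, 3 counts, equals between 0.0850 and 0.141 CPM (counts scaled to the library total) at these totals. These floors cover counting error only. The paper's text does not name the counting tool, its strand setting or the gene annotation. From these counts, TMM factors were computed with edgeR, and the 14672 genes that passed its expression filter for the 3 groups were tested. A quasi-likelihood model was fitted to all 6 libraries, with 1 estimate of the spread shared by the groups, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. Each standard error is the log2 fold change divided by the square root of the F statistic. With 2 libraries against 2, an exact permutation test (two-sided) cannot give a p below 0.333, so significance rests on the model. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.994 between the WT libraries, 0.994 between the AM libraries and 0.982 between the 6WP libraries. The median SD of a gene between replicates was 0.0854 in WT, 0.0911 in AM and 0.196 in 6WP cells on the log2 scale. The shared estimate of the spread can therefore be too narrow for comparisons with 6WP cells.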

Following QC and library preparation, RNA-sequencing was conducted using the Illumina NovaSeq 6000 platform.

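In 6WP cells, 440 of the tested genes differed from WT cells at an adjusted p-value under 0.05, 239 higher and 201 lower. Over the alternatives this number lay between 96, with the AM libraries left out of the model, and 1492, with the likelihood ratio test of edgeR. With the replicate number added as a replicate block, 393 genes differed, 219 higher and 174 lower, and 343 of these were among the 440. The deviations of same-numbered libraries from their group means had a correlation across genes of 0.087 between WT and 6WP cells. Among genes with an adjusted p-value under 0.05, a mean expression of at least 1 log2 CPM and non-overlapping groups, the largest rises were in LAMP3, FIBIN, CHGA, DMGDH and CHAC1. LAMP3, on chromosome 3 of GRCh38 from 183122215 to 183163839, rose from 0.655 ± 0.147 to 21.1 ± 18.4 TMM-normalized CPM (SD, n = 2 each). Its log2 fold change was 5.00 (standard error 0.77, adjusted p = 0.0192), and the 6WP replicates held 945 and 230 counts. CALCA had a log2 fold change of 3.54 but an adjusted p = 0.0539, and is not among these genes. The other rises lay between 2.53 for CHAC1 and 3.10 for FIBIN. Leaving out libraries in turn gave 3.60 to 5.67 for LAMP3, 2.14 to 3.64 for FIBIN and 1.52 to 3.26 for CHGA. Over the alternatives the adjusted p reached 0.0573 for LAMP3, 0.0751 for FIBIN and 0.118 for CHGA. For DMGDH and CHAC1 it stayed under 0.05. The largest falls were in LUM, LINC00668, LEPREL1, TNFRSF19 and CTGF. LUM, on chromosome 12 from 91102629 to 91111494, went from 13.9 ± 2.12 to 0.862 ± 0.621 CPM (SD, n = 2 each). This is a log2 fold change of -4.01 (standard error 0.41, adjusted p = 0.00528). The other falls lay between -2.74 for LINC00668 and -1.99 for CTGF. All of these falling genes were also lower in AM than in WT cells at an adjusted p-value under 0.05. Their log2 fold changes there lay between -5.21 for LUM and -1.71 for LEPREL1. Against AM cells, CTGF was higher in 6WP cells (1.47, adjusted p = 0.0129 from the quasi-likelihood test), and the others did not pass. Exons of DMGDH, CTGF and LINC00668 overlap exons of another gene on the opposite strand, so their counts depend on the strand setting.

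**Figure D1:**
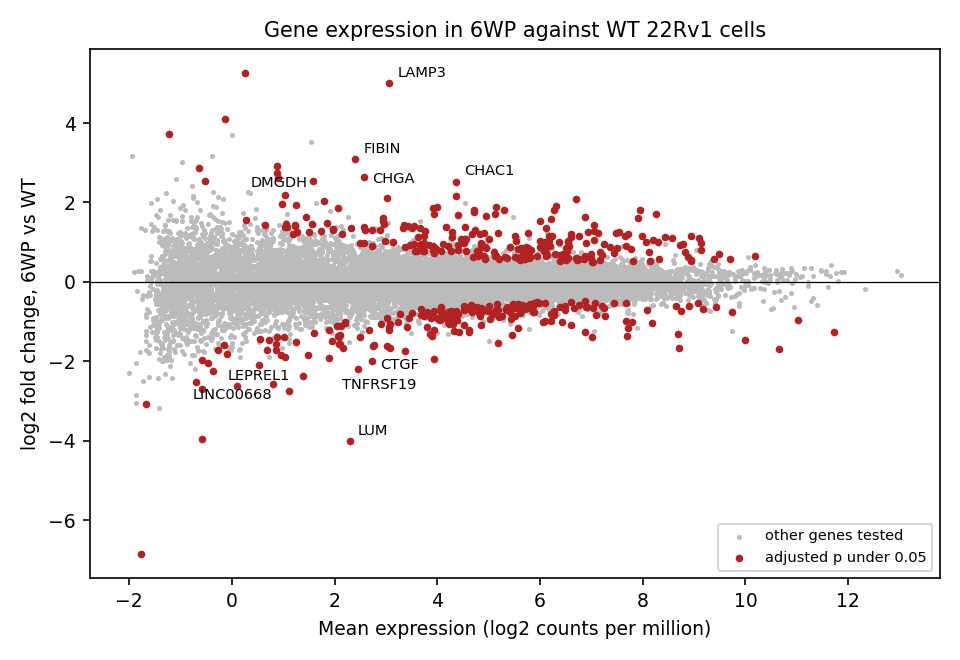
Log2 fold change in 6WP against WT cells (vertical axis) plotted against mean expression in log2 CPM (horizontal axis) for the 14672 tested genes. Red points are the 440 genes with an adjusted p-value under 0.05, and the named genes are the 5 largest rises, up to 5.00 in LAMP3, and the 5 largest falls, down to -4.01 in LUM, among red points above a mean of 1 log2 CPM.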

To visualize differential gene expression in response to recurrent DNA damage the WT and 6WP treated samples were compared. 

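Ranked by the p-value of the quasi-likelihood test, 44 of the 50 genes shown in Figure 3a were among the top 50, and the lowest rank was 94. All 50 had an adjusted p-value under 0.05, with 33 higher and 17 lower in 6WP than in WT cells. HSPA5, on chromosome 9 from 125234853 to 125241382, had the smallest p-value. It encodes an ER chaperone and fell from 1539 ± 8.04 to 478 ± 48.3 CPM (SD, n = 2 each), a log2 fold change of -1.69 (standard error 0.12, adjusted p = 0.00338). PDIA4, PCK2, SLC6A9 and RELN followed, with log2 fold changes of -1.47, 1.81, 1.67 and 1.70. For each of the 50 genes, the larger difference between replicates within WT or 6WP cells was taken as the replicate difference. Its median was 0.24 in log2 CPM computed with edgeR's prior count, which narrows differences between small counts such as those of DCN (1 and 5 in the 6WP libraries). The median absolute log2 fold change of the 50 genes was 1.55, and it exceeded 2 in 9 of them. Over all 440 differentially expressed genes the median was 0.96, with quartiles of 0.73 and 1.36.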

The heatmap for the top 50 most differentially expressed genes demonstrates that expression levels for each gene were mostly similar between replicates and gene expression changes are subtle (Figure 3a). 

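Asparagine synthetase is encoded by ASNS, which the count table lists by this symbol, on the minus strand of chromosome 7 from 97851677 to 97872542. The gene shares exon sequence on its own strand with the annotated locus ENSG00000284707, and its counts cannot be separated from reads of that locus. ASNS expression was 317 ± 38.3 CPM in WT cells and 713 ± 35.8 in 6WP cells (SD, n = 2 each). The log2 fold change was 1.17 (standard error 0.12, adjusted p = 0.00528 from edgeR's quasi-likelihood test), which placed ASNS at rank 29 of the tested genes. This difference exceeded the spread between replicates, since the WT libraries held 344 and 290 CPM and the 6WP libraries 738 and 688. With each library left out in turn, the log2 fold change stayed between 1.05 and 1.30.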

String pathway analysis using the top 50 genes identified Asparagine synthetase *(ASNS)* as key in this response (Figure 3b). Network relationships between the top 500 differentially expressed genes (WT vs 6WP) were also investigated using Ingenuity Pathway Analysis. 

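In the ranking by p-value, the gene at rank 500 had an adjusted p = 0.0542 from edgeR's quasi-likelihood test. The top 500 therefore held all 440 genes with an adjusted p-value under 0.05. In 6WP cells 266 of the 500 were higher than in WT cells, and 219 had an absolute log2 fold change above 1. The methods give an adjusted p-value under 0.05 together with a log2 fold change above 1 for the uploaded genes. Both thresholds were passed by 204 genes, 115 higher and 89 lower in 6WP cells.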

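The network in Figure 3c colours 26 genes, 21 green and 5 red, and all 26 changed in the direction of their colour. An adjusted p-value under 0.05 was reached by 17 of the green and 4 of the red genes. The remaining genes were APLP1, SLC7A11, TENM1, UGT2B10 and UGT2B17, whose adjusted p-values lay between 0.0542 and 0.0614. With no expression filter beyond 1 count in total, with the exact test or with the likelihood ratio test, all 26 passed, and with the AM libraries left out of the model 9 did. In AM against WT cells 13 green genes were higher and 4 red genes lower at an adjusted p-value under 0.05, and in 6WP against AM cells 14 green genes were higher and 0 red genes lower. UGT2B10, UGT2B15 and UGT2B17 are paralogs between which reads could have been divided by the authors' counting. Among transcription factors of the unfolded protein response, ATF4 rose by a log2 fold change of 0.80 (standard error 0.11, adjusted p = 0.0155) and DDIT3 by 1.80 (standard error 0.19, adjusted p = 0.00528). Others did not pass, with log2 fold changes of -0.07 for XBP1 (adjusted p = 0.742), 0.93 for ATF3 (adjusted p = 0.0776) and 0.43 for ATF6 (adjusted p = 0.0682), which are named after their values were seen. This split depended on the processing. Over the alternatives the adjusted p lay between 0.00657 and 0.173 for ATF3 and between 0.0241 and 0.182 for ATF6. That of ATF4 reached 0.0573, while that of DDIT3 stayed under 0.05 and that of XBP1 above it. DDIT3 shares exon sequence with other annotated loci on both strands. CHAC1, a target of ATF4, had the largest change in the network, from 6.92 ± 1.71 CPM in WT to 39.9 ± 6.28 in 6WP cells (SD, n = 2 each). A list of ATF4 target genes had 44 tested members, of which 34 were higher in 6WP cells at an adjusted p-value under 0.05 and 0 were lower. Their median log2 fold change lay 0.94 above that of all genes (camera, adjusted p = 9.77e-73 with an inter-gene correlation of 0.01). A correlation estimated from these libraries was the alternative that moved the list tests furthest, to an adjusted p = 0.0165. Of the same members, 29 were higher in 6WP than in AM cells and 21 in AM than in WT cells. The medians of the list in the 6WP libraries were 1.01 and 0.95 above the WT mean. A list of 30 ER chaperone and ER-associated degradation genes had 8 members lower in 6WP cells and 0 higher. Its median lay at -0.43 relative to all genes (adjusted p = 2.72e-19), with -0.35 and -0.47 in the 6WP libraries against the WT mean. Without the genes shown in Figure 3, the medians of the lists were 0.65 for the ATF4 targets and -0.35 for the chaperones.

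**Figure D2:**
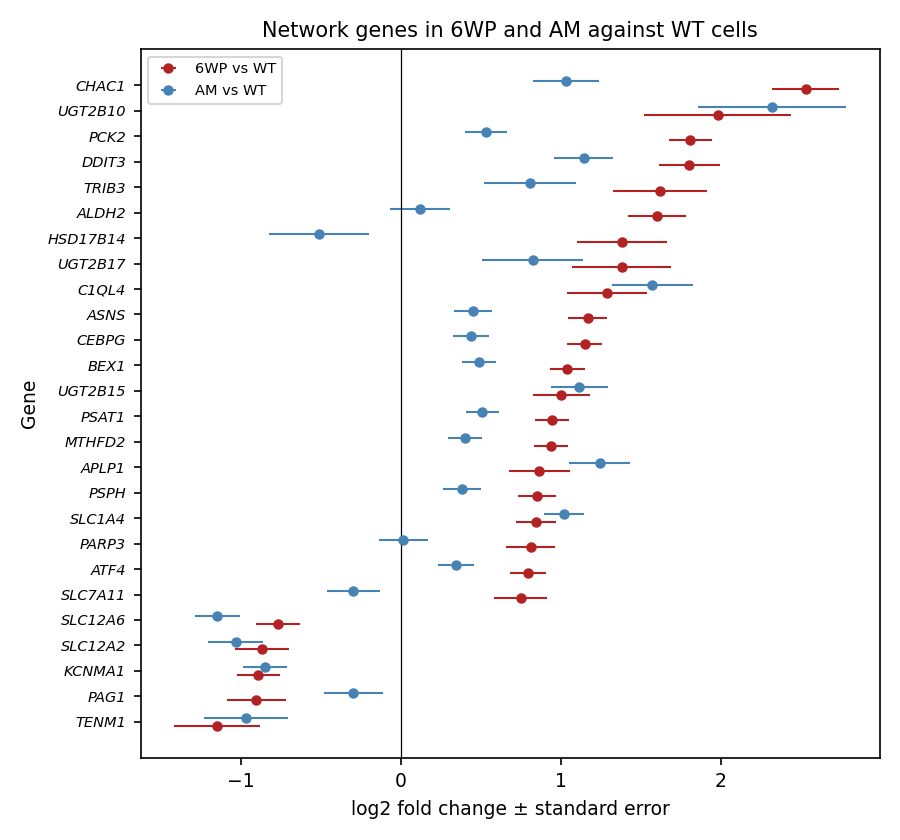
Log2 fold change with its standard error (horizontal axis) of the 26 genes coloured in Figure 3c, in 6WP against WT cells (red) and in AM against WT cells (blue). In 6WP cells 21 genes lie above 0, up to 2.53 in CHAC1, and 5 lie below 0, down to -1.15 in TENM1.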

The most significant gene network was the unfolded protein response pathway (Figure 3c). Interrogating the RNA-seq data further, *OGDHL* which was identified as potential candidate for surviving chronic DNA damage in our previous DNA methylation analysis, was found to be significantly upregulated in 6WP cells compared to WT controls (*P* = 0.0003). This correlates with the increased methylation at the CpG site within the gene body reported in Figure 2.

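OGDHL lies on the minus strand of chromosome 10 from 49734641 to 49762379, and no annotated exon of another gene overlaps its exons. The WT libraries held 165 and 207 counts of OGDHL, and the 6WP libraries 346 and 606. Normalized expression was 8.44 ± 1.52 CPM in WT cells and 16.9 ± 6.25 in 6WP cells (SD, n = 2 each). The log2 fold change was 1.01 with a standard error of 0.26. The quasi-likelihood test of edgeR gave an unadjusted p-value of 0.00488 and an adjusted p = 0.0785, at rank 912 of the tested genes. Both 6WP libraries were higher than both WT libraries. Adjusted p-values under 0.05 were obtained with the likelihood ratio test (0.00782), the exact test (0.00856), the Wald test of DESeq2 (0.0125) and no filter beyond 1 count in total (0.0221). Over all alternatives that gave a test the adjusted p lay between 0.00782 and 0.172. With each library left out in turn, the log2 fold change lay between 0.54 and 1.32, and the lowest value was obtained without 6WP replicate 2.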

**Figure 3.**
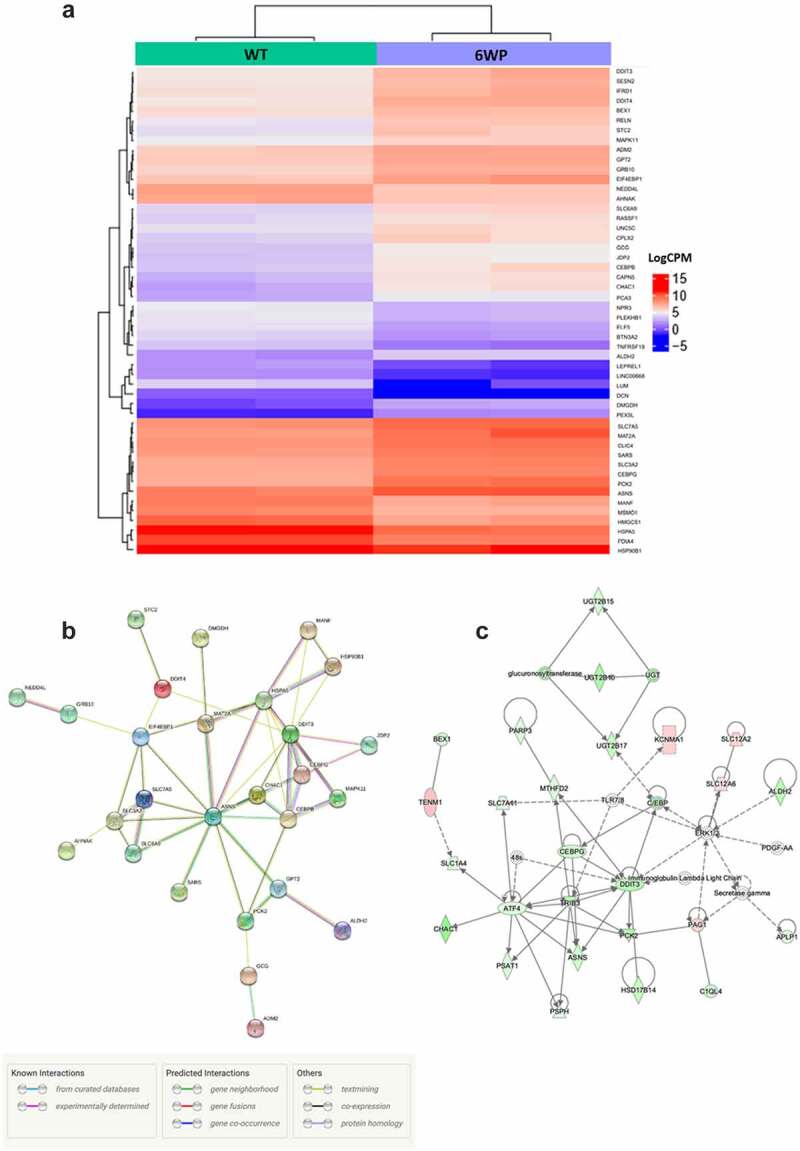
Repeated DNA damage alters transcriptional profile of 22Rv1 cells. 22Rv1 cells were treated daily with 1 μg/ml of phleomycin for 6 weeks (6WP) or left untreated (WT, AM). RNA was extracted and sequenced on the Illumina NovaSeq 6000 platform by the AGRF to generate 100 bp single end reads. A) Heatmap of log count per million (logCPM) values for the top 50 differentially expressed genes based on adjusted p-values. High gene expression is indicated by red and low expression is indicated by blue. Genes and experimental samples with similar expression patterns are clustered together. B) STRING pathway analysis showing interactions between the top 50 genes. C) The most significant IPA network for differential gene expression. Direct (solid line) and indirect (dashed line) connections between the top 500 differentially expressed genes were formed. Green nodes indicate upregulation and red nodes indicate downregulation of the corresponding gene.

### Proteomics profiling reveals increases in cell adhesion and the unfolded protein response in prostate cancer cells exposed to a single dose of radiotherapy

The impact of DNA damage induced by radiotherapy was then assessed. 22Rv1 cells were exposed to a single 2 Gy dose of irradiation. Whole-cell protein was extracted from untreated and irradiated cells (*n* = 4) 24 hours later and analysed via High Performance Liquid Chromatography-Mass Spectrometry (HPLC-MS). Proteins were identified using the Uniprot database. 4053 proteins were identified and quantified in each sample with less than 0.02% of the proteins present in only one sample. Following protein identification, the data was imported into Perseus v1.6.15.0 (https://maxquant.net/perseus/) for further analysis. First, proteins with statistically significant changes in abundance between the treated and control groups were determined using multiple comparison t-tests. The FDR was set at 0.05 and the s0 at 0.1 to exclude proteins with very small differences between means. Of the 4053 proteins identified, 1141 proteins had significant changes in abundance following irradiation, with 414 proteins showing a significant decrease in abundance and the remaining 727 proteins showing increased abundance. This can be visualized in the volcano plot which shows the degree of statistical significance and fold change for every protein identified (Figure 4a). A heatmap of the top 50 proteins was also generated to visualize changes and patterns in protein abundance (Figure 4b).

**Figure 4.**
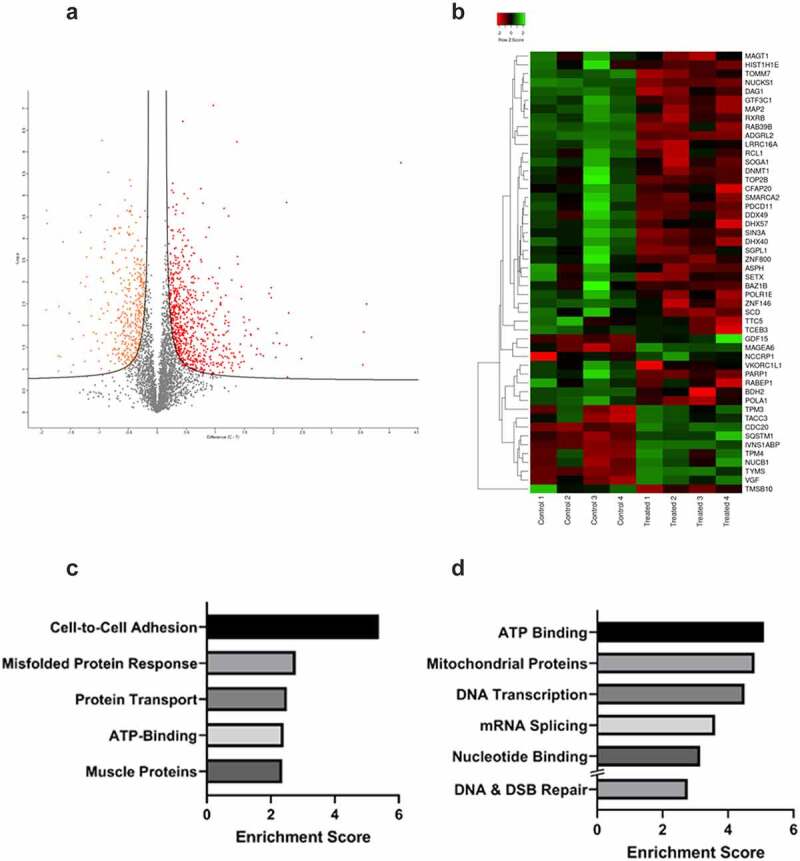
Proteomics analysis of 22Rv1 prostate cancer cells following a single 2 gray dose of radiotherapy. 22Rv1 cells were either left untreated or irradiated with a 2 Gy dose before extracting protein and analysing via HPLC/MS (n = 4). A) Volcano plot representing the fold change of proteins identified by HPLC-MS following irradiation of 22Rv1 cells. The statistical significance of the fold change was assessed using the Student’s t-test. Fold change was plotted against the -log10 *P* value using Perseus 1.6.15.0. Each point represents a single protein, a red point signifies the protein had significantly increased abundance, while an orange point signifies the inverse. FDR = 0.05, s0 = 0.1. C-T =control-treated. B) Heatmap showing fold change in protein abundance and their relatedness. The log change in protein abundance was calculated and Student t-tests were performed to determine proteins with a significant fold change. The fold change was normalized and plotted on the heatmap using www.heatmapper.ca. The abundance of each protein is indicated by the colour, with low abundance represented in green, and higher abundance in red. C & D) Functional clustering of proteins in irradiated 22Rv1 samples as compared to control. Proteins with a statistically significant fold change were divided into increased or decreased abundance groups. These proteins were submitted separately to DAVID and functional annotation clustering analysis was performed. For each respective set of proteins, the top five clusters by enrichment score are shown above. C) Shows the top five functional clusters by enrichment score as identified in the increased protein abundance group while D) shows the top five functional clusters by enrichment score as identified in the decreased protein abundance group. Additionally, DNA & DSB Repair functional cluster (ranked 7^th^) was also included as a cluster of interest.

Functional annotation clustering was then used for bioinformatic analysis of the proteins with increased (Figure 4c) versus decreased abundance (Figure 4d). This analysis identified cell adhesion, misfolded protein response, protein transport, ATP binding, and muscle proteins as increased. Functional clusters for proteins with decreased abundance included ATP binding, mitochondrial proteins, transcription, mRNA splicing and nucleotide binding. While only the top 5 functional clusters were selected for analysis, one further cluster was included in the decreased abundance group. The DNA and double stranded break repair functional cluster was the 7th cluster by enrichment score in the decreased abundance group and was included due to its significance to this study. STRING analysis of the top 50 proteins revealed key interactions in this response including TOP2B, PARP1, POLA1 and epigenetic proteins DNMT1 and SMARCA2 (Figure 5).

**Figure 5.**
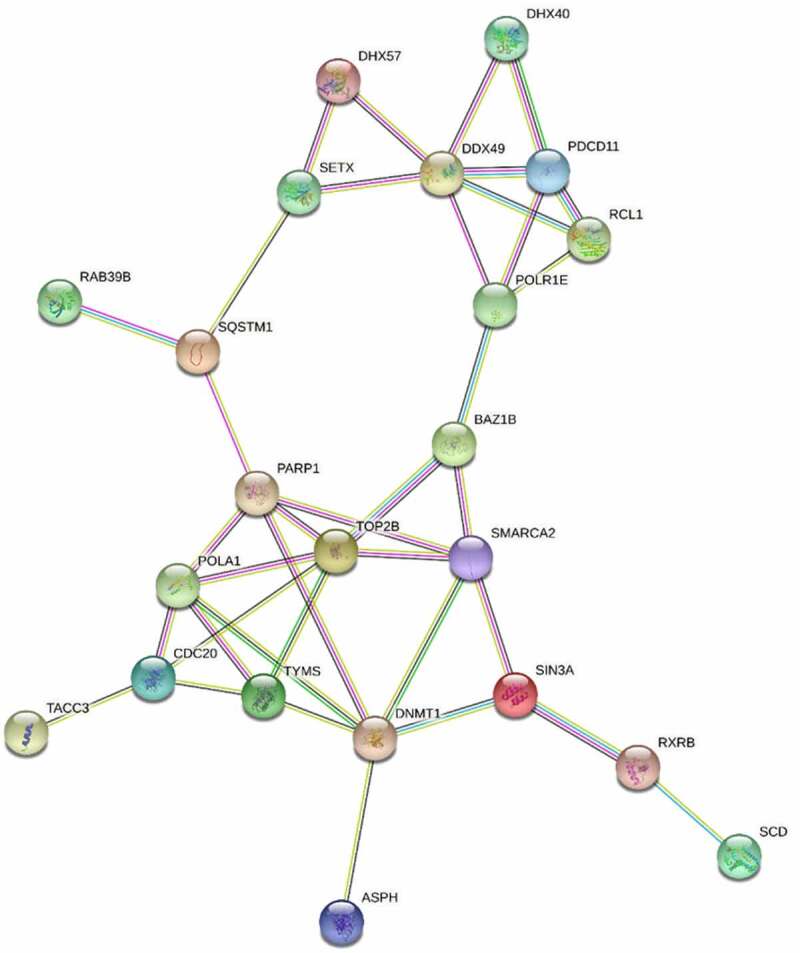
STRING analysis of the top 50 proteins with altered abundance following radiotherapy. Whole cell protein extracts prepared from untreated or irradiated 22Rv1 prostate cancer cells (24 hours following 2 Gy dose). Proteins were analysed via HPLC-MS and the 50 proteins with greatest change in abundance were then analysed via string-db.Org.

To assess the similarities between the single-dose RT and adaptive response to DNA damage, the proteomics data was integrated with the DNA methylation and RNA-seq data sets. First, the two genes of interest from the DNA methylation and RNA-seq analysis, *OGDHL* and *ASNS*, were analysed. Comparison of this data revealed that while OGDHL was not identified as differentially expressed as determined by the proteomic analysis, ASNS was identified as being significantly increased in response to radiotherapy (1.3-fold, q value = 0.048). 

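All 18 genes of Table 1 were among the top 500 of the RNA-seq comparison of 6WP with WT cells, and all had an adjusted p-value under 0.05. The genes GDF15, VGF, RAB39B, ALDH1L2, GLYATL1, PLTP, DDX49, VIM and IRF2BP2 were higher in 6WP cells. Those that were lower included PRKAR2B, METTL7B, MME, APAF1, SAMHD1, AGO2, METTL7A and HMGCS1. The highest rank was that of HMGCS1, at 13, with a log2 fold change of -1.67 (standard error 0.16, adjusted p = 0.00493). GDF15 had the largest rise, 1.88 (standard error 0.38, adjusted p = 0.0430), and its replicates were far apart, with leave-one-out values between 1.03 and 2.38. Its adjusted p reached 0.119 over the alternatives. The log2 fold changes of the other genes lay between -1.005 in METTL7A and 1.23 in VGF. When the top 500 were limited to genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 1, 5 of the 18 genes remained. Against AM cells, 7 of the 18 genes were higher and 3 lower in 6WP cells at an adjusted p-value under 0.05. The protein abundances behind the overlap are not part of the deposited counts.

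**Figure D3:**
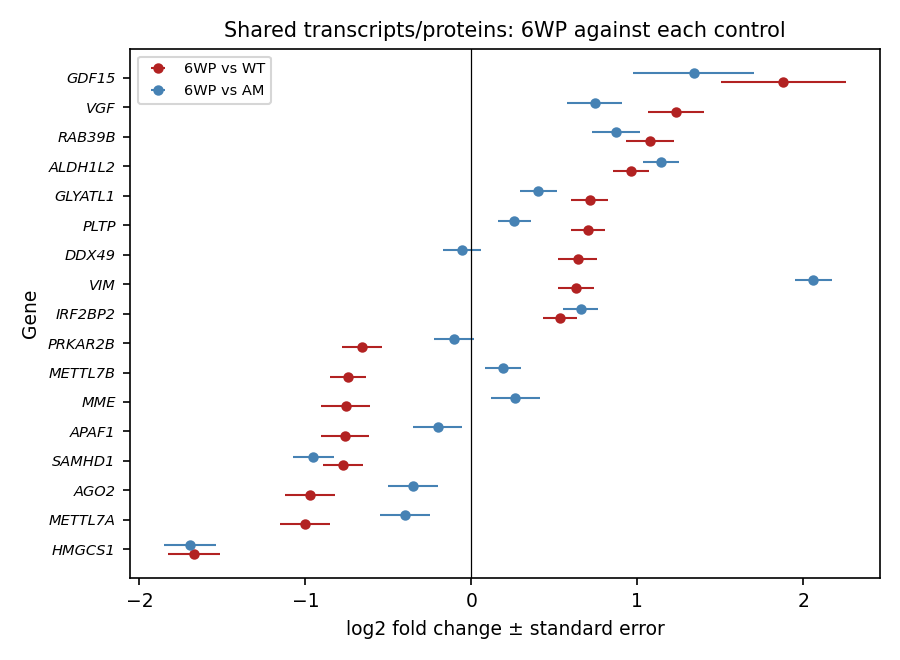
Log2 fold change with its standard error (horizontal axis) of genes of Table 1 in 6WP cells against WT cells (red) and against AM cells (blue). Against WT cells 9 genes lie above 0, up to 1.88 in GDF15, and the others below 0, down to -1.67 in HMGCS1.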

Next, overlap between the top 500 genes and proteins in terms of differential abundance from the RNA-seq and proteomics data was assessed, with 18 transcripts/proteins found to be shared (Table 1).

**Table 1.** Shared transcripts/proteins between RNA-seq and proteomics data sets.

DEAD-box helicase 49 (DDX49)
Glycine-N-acyltransferase like 1 (GLYATL1)
Membrane metalloendopeptidase (MME)
3-hydroxy-3-methylglutaryl-CoA synthase 1 (HMGCS1)
Apoptotic peptidase activating factor 1 (APAF1)
Growth differentiation factor 15 (GDF15)
RAB39B, member RAS oncogene family (RAB39B)
Interferon regulatory factor 2 binding protein 2 (IRF2BP2)
SAM and HD domain containing deoxynucleoside triphosphate triphosphohydrolase 1 (SAMHD1)
Aldehyde dehydrogenase 1 family member L2 (ALDH1L2)
Senataxin (SETX)
VGF nerve growth factor inducible (VGF)
Protein kinase cAMP-dependent type II regulatory subunit beta (PRKAR2B)
Argonaute 2, RISC catalytic component (AGO2)
Methyltransferase like 7B (METTL7B)
Methyltransferase like 7A (METTL7A)
Vimentin (VIM)
Phospholipid transfer protein (PLTP)

### OGDHL and ASNS expression is decreased in response to a single dose of radiotherapy but increased in response to repeated DNA damage

ASNS and OGDHL were identified in more than one of our omics data sets as modulated by repeated phleomycin treatment, and therefore promising candidates for further investigation. According to the RNA-seq data, both genes increased expression in response to repeated DNA damage and repair (Figure 6a and b). 

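Figure 6a and b plot reads without normalization, for which the deposited counts of OGDHL averaged 186 ± 29.7 in WT, 224 ± 62.9 in AM and 476 ± 184 in 6WP cells (SD, n = 2 each). The mean counts of ASNS were 7016 ± 986 in WT, 12460 ± 3741 in AM and 19966 ± 639 in 6WP cells (SD, n = 2 each). After TMM normalization AM cells had 7.80 ± 0.13 CPM of OGDHL and 434 ± 15.6 of ASNS (SD, n = 2 each). Compared with AM cells, OGDHL was higher in 6WP cells by a log2 fold change of 1.12 (standard error 0.26, adjusted p = 0.0223). Between AM and WT cells its log2 fold change was -0.11 (standard error 0.27, adjusted p = 0.790), a difference smaller than the spread between replicates. For ASNS, the log2 fold change of 6WP against AM cells was 0.72 (standard error 0.12, adjusted p = 0.00815). AM cells in turn had more ASNS than WT cells, by 0.45 (standard error 0.12, adjusted p = 0.0382). This adjusted p rose above 0.05 with upper quartile normalization (0.0660), with library size only (0.0585) and with a gene length correction chosen after seeing the data (0.0720). When the AM and 6WP libraries were tested without the WT libraries, the adjusted p of OGDHL was 0.0548. From the presence of both genes in more than 1 of its omics data sets the paper reasons that they are candidates for further study, and from their counts in 6WP cells it states that their expression increased with repeated damage and repair.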

Next, we determined their expression 24 hours following exposure to a single dose of RT. Interestingly, in this scenario *OGDHL* and *ASNS* expression were significantly decreased (Figure 6c and d; *P* = 0.03 and 0.03 respectively). We then sought to determine the potential clinical relevance of altered expression of these genes. *OGDHL* and *ASNS* alterations and their association with prostate cancer patient survival (a proxy of tumour aggression) were investigated in cBioPortal. While no association was found between *OGDHL* status and survival (data not shown) a significant association was found between *ASNS* status and patient survival (Figure 6e, *P* = 1.993e-4). It should be noted only 24 patients had an *ASNS* alteration (generally amplification, shown in supplementary Figure S3), versus 1451 in the unaltered group.

**Figure 6.**
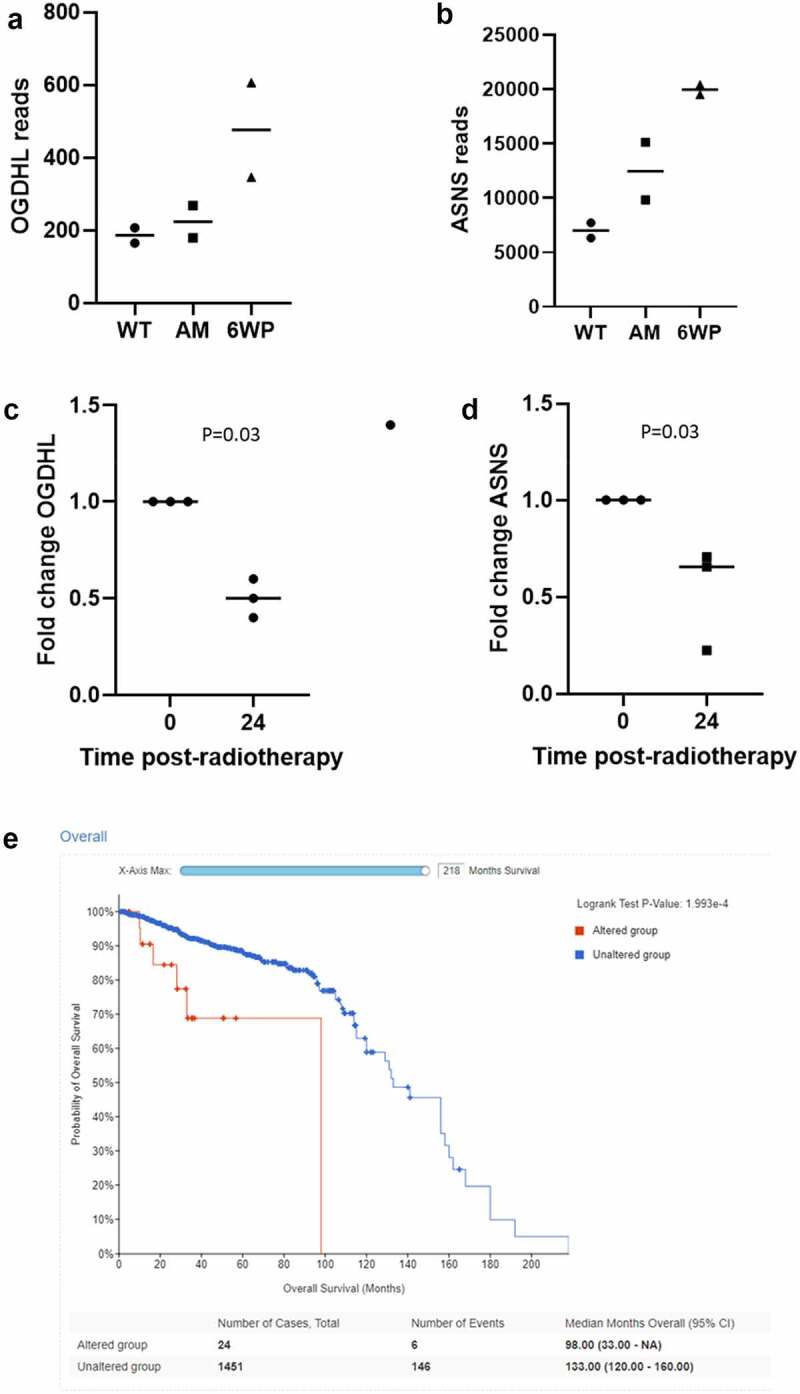
OGHDL and ASNS expression profiling following repeated DNA damage versus a single dose of radiotherapy. 22Rv1 cells were treated daily with 1 μg/ml of phleomycin for 6 weeks (6WP) or left untreated (WT, AM). RNA was extracted and sequenced on the Illumina NovaSeq 6000 platform by the AGRF to generate 100 bp single end reads. RNA-seq reads for A) *OGDHL* and B) *ASNS* following repeated DNA damage. Gene expression analysis of C) *OGDHL* and D) *ASNS* via RT-qPCR 24 hours following a single dose of 2 Gy RT. The mean and SEM from three biological replicates are shown, p-value determined by students t-test. E) CBioPortal overall survival data for prostate cancer patients with altered *ASNS*.

## Discussion

Understanding the underlying molecular characteristics of aggressive cancer cells remains one of the greatest obstacles in cancer treatment. Here we show that cancer cells surviving repeated DNA damage have altered molecular profiles along with increased resistance and metastatic potential. Our data is the first to profile an isogenic model of treatment resistance using RNA-seq and DNA methylation profiling. It has provided critical insight into the global response and adaptation cells exhibit to counter DNA damage.

Our findings clearly support the literature and the hypothesis that cells surviving repeated DNA damage display increased migration [1,2,8]. Currently, the effect of DNA damage on the epigenetic landscape is poorly understood. Epigenetics determines chromatin compaction and underlies the regulation of gene expression. Therefore, methylation changes following DNA damage have the potential to alter future treatment response and cancer progression and may represent novel candidate markers. As a single dose of irradiation has been shown to cause stable epigenetic changes [3], the cumulative impact of DNA damage on methylation was expected. Our data demonstrate that extended periods in cell culture increase DNA methylation and the addition of DNA damage increases DNA methylation further. Increased DNA methylation has been associated with more aggressive disease, supporting our findings [9]. A growing body of evidence indicates that DNA methylation can occur at sites of DSB repair [10,11], the increase in DNA methylation may therefore reflect *de novo* DNA methylation surrounding DSBs. Furthermore, DNA damage by phleomycin likely occurs at random sites as there were no convincing sets of CpGs shared between biological replicates. It should be noted that the Illumina EPIC 850k array covers a small percentage of all CpGs, meaning many potentially impacted CpGs were undetected. In future experiments, profiling the methylome of single cells would be beneficial as opposed to an average of the cell population. While cells were selected based on their ability to survive phleomycin treatment, the surviving cell population would still exhibit genetic and epigenetic heterogeneity.

While DNA damage sites may be random in response to chronic DNA damage, the majority of CpGs with altered methylation were in gene bodies rather than gene promoters. Gene bodies are often in regions of euchromatin and previous studies have shown that euchromatin is more susceptible to DSB induction than heterochromatin [12,13]. Therefore, if the corresponding genes were being actively transcribed and were in an open euchromatin state they may have been hotspots for DNA damage [3]. However, the Illumina EPIC platform is also biased towards gene body CpGs, with 35.9% of probes located in this functional region which could have impacted results [14]. While most evidence associates gene body hypermethylation with increased gene expression, precisely how gene body methylation contributes to gene regulation remains unclear [15]. Taken as a whole, the differentially methylated genes in the 6 week treated cells were predominantly hypermethylated. This supports previous studies which have described hypermethylation of radioresistant cell lines and tumours compared to radiosensitive samples [3,16,17].

In relation to the efficiency of DNA repair, none of the most differentially methylated CpGs between wild type and treated cells were associated with DNA repair genes. Likewise, gene ontology analysis did not identify enrichment in DNA repair pathways. These findings are in disagreement with Antwih and colleagues, where methylation changes were enriched in DNA repair pathways following DNA damage [18]. Instead, it is possible that methylation changes were completely random due to the random nature of DSB induction, rather than the consequence of a specific biological response to DNA damage.

The DNA methylation analysis following repeated DNA damage highlighted several altered CpGs including sites within the *OGDHL, FOXP1, RTN4,* and *EPHA4* genes. Two CpGs located in the *OGDHL* gene body displayed increased methylation after 6 weeks of DNA damage (cg08846770 and cg00898123 probes) and *OGDHL* was also identified as significantly differentially regulated via RNA-seq. OGDHL is a rate-limiting component of the oxoglutarate dehydrogenase (OGDH) complex which catalyzes the conversion of alpha-ketoglutarate to succinyl-CoA and CO_2_ during the TCA cycle [19,20].

The UPR was identified as the most significantly altered canonical pathway in our RNA-seq analysis. The UPR was also identified as enriched in the proteomics data set. Mounting evidence has demonstrated a critical role for the UPR in cancer progression, cell proliferation, survival, and treatment resistance [21,22]. Critically, the UPR also contributes to altered cell metabolism [21]. Briefly, the UPR is initiated upon accumulation of unfolded/misfolded proteins within the ER lumen. The UPR promotes cell survival in the presence of ER stress by reducing protein translation, upregulating chaperones and protein modifying enzymes, and enhancing the degradation of misfolded proteins [23]. Despite variable findings, altered expression of components of the UPR have been reported in numerous types of cancer and accumulating evidence suggests this may facilitate cancer development and progression [24–27]. Altered expression of components of the UPR may, therefore, serve as important biomarkers for treatment selection or may be targeted to overcome treatment resistance [23,28]. It is important to note that this can be a generalized stress response, so drilling down into the shared genes across multiple data sets is critical in identifying the most relevant candidates. Here we identified *ASNS* as central in the context of our model.

Our study highlighted *OGDHL* and *ASNS* as central candidates in an adaptive response to DNA damage and it is evident that an intricate link between DNA repair, the UPR, metabolism and epigenetics exists. The contrast between expression of *OGDHL* and *ASNS* in the repeated damage model versus radiotherapy experiments suggest that the initial or innate response of cancer cells to DNA damage is down-regulation of these genes. This is potentially followed by adaptive response to improve chances of cell survival. In response to DNA damage the UPR activates transcription of *ASNS* [29] and this increased *ASNS* activity can feed into the TCA cycle as glutamate (Figure 7). *OGDHL* may then respond to the increase in TCA cycle activity by increasing levels due to increased demand.

**Figure 7.**
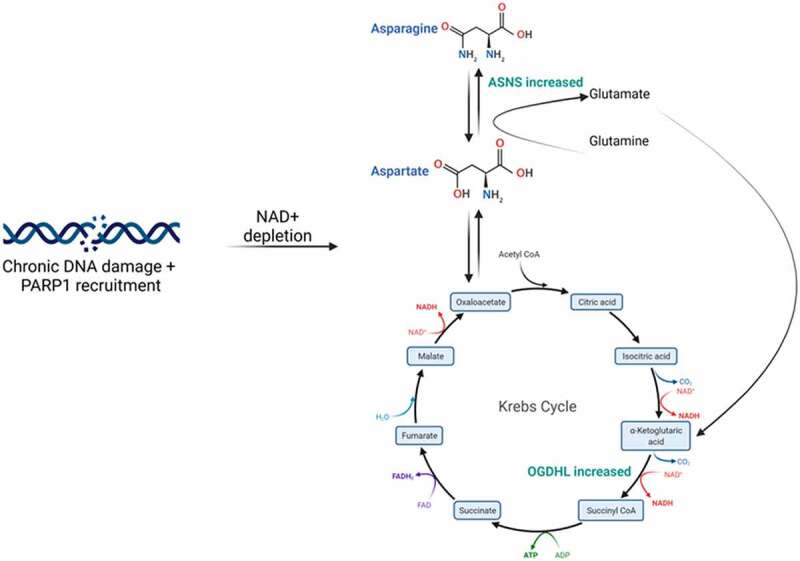
Proposed mechanism of chronic DNA damage on cell metabolism. Repeated DNA damage over time results in depletion of NAD+ due to the action of PARP1. The cell then compensates for this by attempting to increase TCA intermediates. The roles of ASNS and OGDHL are highlighted.

The precise link between this metabolic shift and surviving DNA damage needs to be determined, however, PARP1 likely plays a central role in this response. PARP1 is responsible for sensing DNA damage and was identified as significantly decreased in the proteomics data. TCA intermediates have been shown to inhibit PARP1 initiated cell death and hence contribute to a survival advantage in these cells [30]. Indeed, the answer may lie in work from Murata et al (2019). PARP1 is responsible for NAD+ depletion and has been shown to trigger a metabolic shift towards oxidative phosphorylation [31]. In cancer cells this initiates the Warburg reversing effect, however, the impact on treatment resistance needs to be investigated further. An increase in oxidative phosphorylation has previously been demonstrated in response to acute and chronic DNA damage and this was in response to the demand and decrease in NAD+ and ATP required by PARP-1 [32] (Figure 7). The unexpected decreased abundance of PARP1 24 hours post-RT detected in the proteomics data may be a compensatory mechanism induced by the cell to recover from the metabolically exhaustive process of repairing DNA damage. PARP1 consumes substantial amounts of NAD+ immediately following and during its activation, rapidly depleting the pool available for undertaking normal metabolic processes and endangering cell viability.

Integrating the RNA-seq and proteomics data sets, also provided some insight into the propensity for bone metastasis in prostate cancer. 

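In the RNA-seq data, VIM lies on chromosome 10 from 17228241 to 17237593, and its exons overlap those of VIM-AS1 on the opposite strand. VIM expression was 57.0 ± 0.35 CPM in WT cells, 21.2 ± 1.18 in AM cells and 88.3 ± 0.34 in 6WP cells (SD, n = 2 each). Against WT cells the log2 fold change in 6WP cells was 0.63 (standard error 0.11, adjusted p = 0.0270 from edgeR's quasi-likelihood test). Against AM cells it was 2.06 (standard error 0.11, adjusted p = 0.000199). In AM cells VIM was lower than in WT cells, with a log2 fold change of -1.43 (standard error 0.11, adjusted p = 0.00157). All of these differences were larger than the spread between replicates. With the AM libraries left out of the model, the comparison of 6WP with WT cells had an adjusted p = 0.0914.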

The epithelial to mesenchymal transition (EMT) marker vimentin (*VIM*) was found to be significantly *upregulated* in cells exposed to prolonged DNA damage. While VIM was also identified as significant in the proteomics data set, it exhibited *decreased* abundance post-RT and this fits with the patterns observed for *ASNS* and *OGDHL* between the two models mentioned previously. VIM is an intermediate filament ubiquitously expressed by mesenchymal cells [33]. High expression of VIM is often detected in poorly differentiated prostate cancers and bone metastases [34,35]. In contrast, VIM is nearly undetectable in well differentiated non-metastatic prostate tumours [34,35]. Methyltransferase-like protein 7A (*METTL7A*) and 7B were also identified in both data sets. 

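METTL7A, on chromosome 12 from 50923472 to 50932510, had 309 ± 30.1 CPM in WT, 203 ± 31.8 in AM and 154 ± 19.6 in 6WP cells (SD, n = 2 each). Its log2 fold change in 6WP against WT cells was -1.005 (standard error 0.15, adjusted p = 0.0183 from edgeR's quasi-likelihood test). In 6WP against AM cells it was -0.40 (standard error 0.15, adjusted p = 0.0915). METTL7B, on the same chromosome from 55681736 to 55684611, had 109 ± 0.60 CPM in WT, 57.2 ± 1.26 in AM and 65.3 ± 5.35 in 6WP cells (SD, n = 2 each). The log2 fold change of METTL7B was -0.74 (standard error 0.11, adjusted p = 0.0170) in 6WP against WT cells and 0.19 (standard error 0.11, adjusted p = 0.237) in 6WP against AM cells. With the AM libraries left out of the model, its adjusted p against WT cells was 0.0719. Both genes were lower in AM than in WT cells, by log2 fold changes of -0.60 for METTL7A (adjusted p = 0.0307) and -0.93 for METTL7B (adjusted p = 0.00357). Exons of METTL7A overlap the annotated locus ENSG00000289695 on the same strand, and exons of METTL7B overlap ITGA7 on the opposite strand. ITGA7 was also lower in 6WP than in WT cells (log2 fold change -1.39, adjusted p = 0.0216 from the quasi-likelihood test). Depending on the strand setting, its reads could therefore contribute to the change of METTL7B.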

*METTL7A* has recently been linked to osteogenic differentiation under metabolic stress and promotion of cell survival [36] along with methotrexate resistance [37]. This could indicate that DNA damage is associated with the initiation of metastasis to bone. Importantly, *METTL7B* can also be linked to our metabolic candidates as increased expression has been shown to increase glutathione metabolism-related process [38] with glutathione being composed of glutamate, the by-product of ASNS and precursor to the substrate of OGDHL, alpha-ketoglutarate.

Collectively, our data demonstrates that repeated DNA damage drives the evolution of cancer cells towards a more aggressive phenotype with increased DNA methylation evident along with altered gene expression. This indicates that cancer cells undergo epigenetic reprogramming during cancer treatment delivered via fractionated or repeated doses. This response may serve as a protective mechanism to allow cancer cells to survive treatment. The alteration of genes involved in the UPR and cell metabolism suggests clinical screening or dietary supplementation may benefit response to DNA damaging therapies. Future investigations into functional relevance will serve to clarify the true role of these dysregulated pathways.

## Methods

### Cell culture

22Rv1 cells, derived from a primary prostate tumour, were cultured in Roswell Park Memorial Institute medium 1640 (RPMI) (Sigma-Aldrich, USA). Medium was supplemented with 10% heat-inactivated foetal bovine serum (FBS) (Bovogen Biologicals, Australia) and 10 ml of 5000 U/ml penicillin and 5000 µg/ml streptomycin stabilized solution (Sigma-Aldrich, USA).

### Cell treatments

22Rv1 cells were treated daily with the radiomimetic phleomycin (Sapphire Biosciences, Australia). Cells were grown in 6-well plates (Corning Incorporated, USA) and treated with phleomycin for 1 hour at a final concentration of 1 µg/ml. Following treatment, medium containing phleomycin was aspirated, the cell layer was washed with PBS and fresh medium was added. Treatment was continued 24 hours apart for 6 weeks (week days only), to mimic the typical radiation therapy regimen experienced by prostate cancer patients. Age matched cells were grown in parallel to determine changes due to time in cell culture. Cells were harvested or treated for downstream assays immediately. Cell irradiations were carried out as described previously [4].

### Clonogenic assay

The clonogenic assay was performed as previously described [4] with 1000 cells plated into wells of a 6 well plate (each well with 35 mm diameter) and treated for 1 hour with phleomycin at 1, 10, 50, and 100 µg/ml and vehicle (PBS).

### Scratch assay

Cells were seeded onto Lab-Tek II 8-well chamber slides (Thermo Fisher Scientific, USA) and allowed to form a confluent monolayer. A 200 µl pipette tip was used to scratch the cell monolayer in each well. Cells were imaged at 10 × magnification using a Nikon Eclipse Ti-2 Inverted Microscope then incubated under standard conditions. Cell migration into the scratched area was documented over 48 hours. Images were analysed using the measuring tools in Fiji Image J. Cell migration at 48 hours was calculated by subtracting the width of the scratch at 48 hours from the width of the scratch at 0 hours. Cell migration was then divided by the width of the scratch at 0 hours to determine the percentage closure.

### Immunofluorescence staining

Cells were seeded onto Nunc® Lab-Tek® II Chamber Slides™ (Thermo Fisher Scientific, USA) and grown to 70% confluency. Cells were either left untreated or treated with phleomycin (1 µg/ml) for 1 hour. Medium was removed and cells were washed in PBS. Cells were then fixed in 4% formaldehyde (Cell Signaling Technology, USA) for 10 minutes. Fixed cells were washed twice for 5 minutes in PBS. Permeabilisation buffer containing 0.1% Triton-X (Sigma-Aldrich, USA) in PBS was added to each well and incubated for 10 minutes on a rotator at low speed. Permeablisation buffer was removed and cells were washed twice in PBS. Blocking buffer containing 0.1% Tween-20 (Sigma-Aldrich, USA) and 5% FBS was added and incubated at room temperature for 1 hour. Blocking buffer was removed and primary antibody was added and incubated overnight at 4°C. The next day, all wells were washed 3 times in blocking buffer and secondary antibody was added to each well. The chamber slide was wrapped in foil and incubated at room temperature for 1 hour. Wells were then washed 3 times in PBS and DAPI/Fluroshield (Abcam, UK) were added to the slide prior to coverslipping. Slides were imaged using a Nikon Eclipse Ti-2 Inverted Microscope at 40 × magnification with an exposure time of 100 ms.

### DNA methylation analysis – cell lines

DNA was extracted using the DNeasy Blood & Tissue Kit (50) (Qiagen, USA) according to the manufacturer’s instructions. DNA was eluted using 200 μl of elution buffer and was quantified using a NanoDrop® ND-1000 spectrophotometer (NanoDrop® Technologies, USA). DNA was sent to the Australian Genome Research Facility (AGRF) and run on the Illumina Infinium MethylationEPIC BeadChip (Illumina 850k array) (Illumina, USA) platform. All analyses were undertaken using the R statistical environment (v3.5.0) and QC and probe summaries were assessed using the ‘lumi’ Bioconductor package [39]. The detection P-values for each sample were plotted to identify any failed samples and Subset-quantile Within Array Normalisation (SWAN) was applied to raw data. Probes that had failed in one or more samples were removed from the analysis. Probes with SNPs at the CpG site, those associated with the sex chromosomes, and those shown to be cross-reactive were also removed [40]. M-values and beta-values were calculated for 815,228 probes and heat maps of the top 50 most differentially methylated CpG sites between WT and 6WP groups were generated using R.

### DNA methylation analysis – patient samples

Data analysis for the OGDHL probe was run on previously published data from Wilkinson et al [7]. Briefly, archived pathology blocks were obtained from pathology laboratories Tasmania, Human Research Ethics Committee (Tasmania) (ethics number H9999, H0017040). DNA was extracted from Formalin fixed paraffin embedded matched localized prostate tumour and bone metastasis pathology specimens (eight samples total). Sections (5 μm) were dewaxed in Xylene, incubated at 56^o^ C in Proteinase K for 24 hours. DNA was extracted using the QIAamp DNA FFPE tissue kit (QIAGEN) according to the manufacturer’s instructions. DNA (500 ng) was bisulphite converted using the EZ DNA Methylation-Gold Kit according to the manufacturer’s instructions (Zymo research, USA). DNA methylation was then profiled using the Illumina Methylation EPIC array (Illumina, CA, USA) at the AGRF. Data was analysed using Illumina’s GenomeStudio v2011.1 with Methylation module 1.9.0 software and illumina MethylationEPIC_v-1-0_B3 manifest file. Raw intensity data (IDAT) files were imported into R studio (version 3.4.0) using the minfi package (version 1.24.0) [41] and processed using missMethyl Bioconductor package (version 1.12.0) [42]. Data were processed with subset quantile within array normalization (pre-processSWAN) [43].

### RNA-seq

RNA was extracted using TRI reagent®. RNA samples underwent clean-up using the RNeasy Plus Micro Kit (50) (Qiagen, USA) following the manufacturer’s instructions. Samples were prepared for sequencing by the AGRF and 100 bp single end reads were obtained using the Illumina NovaSeq 6000 platform (Illumina, San Diego, USA). Image analysis was conducted in real time by the NovaSeq Control Software (v1.6.0) and Real Time Analysis (v3.4.4) which performs base calling. The Illumina bcl2fastq 2.20.0.422 pipeline was used to generate sequence data.

Data processing and bioinformatics analysis were also performed by the AGRF. The RNA-seq expression analysis workflow included alignment against the human reference genome version hg38 using STAR aligner (v2.5.3a). This was followed by transcript assembly using stringtie tool (v1.3.3) then quantification and Trimmed Mean of M-values (TMM) normalization. Differential expression analysis was performed using edgeR (v3.22.3) and R (v3.5.0).

### Ingenuity Pathway Analysis (IPA)

The Ingenuity Pathway Analysis program (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) was used to perform a core analysis on the gene files generated by the AGRF. Gene ID, log2 fold change (>1) and adjusted p-value (<0.05) for the top 500 differentially expressed genes (WT vs 6WP) were uploaded to IPA. Direct and indirect relationships between significant genes were considered when performing the analysis.

### Proteomics profiling

Protein was extracted from untreated and irradiated (2 Gy) 22Rv1 cells by lysis in denaturation buffer composed of 7 M urea, 2 M thiourea and 40 mM Tris (pH 7.5) including protease inhibitors (cOmplete Mini ETDA-free cocktail, Merck). Following protein quantitation using the A660nm assay (Pierce), 30 μg aliquots of protein were sequentially reduced and alkylated using standard protocols, then digested with 1.2 μg proteomics grade trypsin/rLysC (Promega) using the SP3 method (Hughes et al). Digests were desalted using C18 ZipTips (Merck) according to manufacturer’s instructions dried in a SpeedVac then reconstituted in 12 μl HPLC loading buffer, then Peptide samples were analysed by nanoflow HPLC-MS/MS using an Ultimate 3000 nano RSLC system (Thermo Fisher Scientific) coupled with a Q-Exactive HF mass spectrometer fitted with a nanospray Flex ion source (Thermo Fisher Scientific, Waltham, USA) and controlled using Xcalibur software (version 4.3). Approximately 1 mg of each sample was injected and separated using a 120-min segmented gradient. Peptides were preconcentrated onto a 20 mm × 75 µm PepMap 100 C18 trapping column then separated on a 250 mm × 75 µm PepMap 100 C18 analytical column at a flow rate of 300 nL/min and held at 45°C. MS Tune software (version 2.9) parameters used for data acquisition were: 2.0 kV spray voltage, S-lens RF level of 60 and heated capillary set to 250°C. MS1 spectra (390–1240 m/z) were acquired at a scan resolution of 120,000 in profile mode with an AGC target of 3e6 and followed by sequential MS2 scans across 26 DIA × 25 amu windows over the range of 397.5–1027.5 m/z, with 1 amu overlap between sequential windows. MS2 spectra were acquired in centroid mode at a resolution of 30,000 using an AGC target of 1e6, maximum IT of 55 ms and normalized collision energy of 27. DIA-MS data were generated for three biological replicates of each cell type. Data are available via ProteomeXchange with identifier P × D033400.

DIA-MS raw files were processed using Spectronaut software (version 15.0) (Biognosys AB, Wagistrasse, SWI). A project-specific library was generated using the Pulsar search engine to search the DIA MS2 spectra against the Homo sapiens UniProt reference proteome comprising 20,443 entries (downloaded December 2019). With the exception that single-hit proteins were excluded, default (BGS factory) settings were used for both spectral library generation and DIA data extraction. For library generation, N-terminal acetylation and methionine oxidation were included as variable modifications, cysteine carbamidomethylation was specified as a fixed modification and up to two missed cleavages were allowed. Peptide, protein and PSM thresholds were set to 0.01. Mass tolerances were based on first-pass calibration and extensive calibration for the calibration and main searches, respectively, with correction factors set to 1 at the MS1 and MS2 levels. Targeted searching of the library based on XIC extraction deployed dynamic retention time alignment with a correction factor of 1. Protein identification deployed 1% q-value thresholds at the precursor and protein levels, respectively, and automatic generation of mutated peptide decoys based on 10% of the library and dynamic decoy limitation for protein identification. Relative peptide quantitation between experimental samples deployed the MaxLFQ algorithm, using the intensity values for the Top3 peptides (stripped sequences) and cross-run normalization based on median peptide intensity.

Spectronaut reports were imported into Perseus software (Tyanova et al., 2016) for statistical analysis. Missing values, which comprised of <1% of the total protein number, were imputed using default Perseus settings. Proteins with significant differences in abundance across the two sample groups were determined by t-test analysis (FDR <0.05; s0 < 0.1).

### RT-qPCR analysis

RNA was converted to cDNA using the SuperScript™ III First-Strand Synthesis System. cDNA was amplified on the Rotor-Gene 2000 real-time cycler (Corbett Research, Australia) using Quantitect SYBR Green PCR mastermix (Qiagen, Germany). Primers sequences are in Table 2. Cycling conditions were 95°C for 15 minutes followed by 40 cycles of 95°C for 15 seconds then 60°C for 60 seconds. Melt analysis was used to confirm the presence of a single PCR product.

**Table 2.** Primer sequences for RT-qPCR.

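The primers were located in the GENCODE transcripts of GRCh38. The ASNS forward primer lies in exon 12 of the canonical transcript, on chromosome 7 from 97853124 to 97853143, and the reverse primer in exon 13 from 97852363 to 97852382. The amplicon of 190 bp spans the intron between these exons and is contained in 9 annotated ASNS transcripts, as well as in the overlapping locus ENSG00000284707. The OGDHL forward primer lies in exon 1, on chromosome 10 from 49762276 to 49762293. Its reverse primer crosses the junction of exons 1 and 2, with 49762239 to 49762242 in exon 1 and 49758578 to 49758593 in exon 2. This amplicon of 71 bp is contained in 2 annotated OGDHL transcripts and in no other annotated gene. Transcripts of ASNS or OGDHL without the amplicon were not counted. The GAPDH primers both lie in exon 8, on chromosome 12, and delimit 67 bp from 6537818 to 6537884. No intron separates them, and the pseudogenes GAPDHP44, GAPDHP58, GAPDHP60 and GAPDHP69 contain the same pair of primer sites.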

Primer	Sequence (5’ to 3’)
ASNS Forward	CGACCAAAAGAAGCCTTCAG
ASNS Reverse	CTGGGTAATGGCGTTCAAAG
OGDHL Forward	CCCTGACCTGCAGCCTCC
OGDHL Reverse	CCTCAGCTGACTCATTCGGG
GAPDH Forward	AAATATGATGACATCAAGAAGGTGGT
GAPDH Reverse	AGCCCAGGATGCCCTTGAGGG

### Statistical analysis

Graphs were generated and statistical analyses performed using GraphPad Prism version 8.2 for Mac OSX, GraphPad Software, La Jolla California USA. Clonogenic data was analysed by two-way ANOVA and Sidak’s multiple comparisons test. A Student’s one-tailed t-test was used for analysis of scratch assay data. For real-time PCR, a Student’s t-test was used. A p-value ≤0.05 was considered significant for these analyses.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: Multiomics analysis of adaptation to repeated DNA damage in prostate cancer cells
**Source:** Epigenetics. 2023 May 17;18(1):2214047. doi: 10.1080/15592294.2023.2214047
**Supplement:** Supplemental Material

**Supplementary Table and Figure Legends**

**Supplementary Figure 1. Phleomycin treatment induces DSBs.**

Gamma H2A.X immunofluorescence staining was performed on 22Rv1 cells either left untreated or treated with 1ug/ml phleomycin. Green = gamma H2A.X Blue= DAPI.

**Supplementary Table 1.** Gene names for the top 50 differentially methylated CpGs (note some genes were not identifiable/listed NA in heatmap).

**Supplementary Figure 2. The top 50 DNA methylation changes which occur in cell culture in the absence of DNA damage (age matched cells).**

22Rv1 cells were treated daily with 1 μg/ml of phleomycin for 6 weeks (6WP) or left untreated (WT, AM). DNA was extracted and DNA methylation was profiled by the Australian Genome Research Facility (AGRF) using the Illumina EPIC 850k array. Heatmap depicts top 50 most differentially methylated CpGs. Red indicates high levels of methylation and blue low methylation relative to the mean for a given CpG. CpGs not associated with a known gene are labelled ‘NA’

**Supplementary Figure 3. *ASNS* alterations identified from CBioPortal data.**

CBioPortal data for prostate cancer patients with altered *ASNS*. A) Studies selected for analysis. B) Screen capture of *ASNS* alterations across the 9041 patients. From the 1.8% with alterations in *ASNS*, the majority exhibited gene amplification.

How the deposited data were processed for this re-analysis (not part of the article)

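RNA from 22Rv1 cells was sequenced in 3 groups of 2 libraries each. WT cells were untreated and harvested at week 0, AM cells were kept for 6 weeks without phleomycin, and 6WP cells received 1 µg/ml of phleomycin daily on week days for 6 weeks. According to the paper, the authors aligned single end reads to hg38 with STAR, assembled transcripts with StringTie, quantified them and applied TMM normalization before testing with edgeR. The values the authors deposited are raw counts per gene symbol, without normalization. The table holds whole numbers for 29804 symbols in 6 libraries, and 0 columns were left out. The paper's text does not name the counting tool, its strand setting, the gene annotation, the filter on low counts or the test function. Replicates were not pooled.

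All values were computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with the 3 groups, which left 14672 genes. TMM factors were computed, a negative binomial quasi-likelihood model without covariates was fitted to all 6 libraries, and 3 comparisons were tested (6WP against WT, 6WP against AM and AM against WT). All tests are two-sided. The common dispersion was 0.0174. p-values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05 and, where stated, an absolute log2 fold change above 1. Expression in CPM (counts scaled to the library total) is TMM normalized, and their SD is over 2 libraries.

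Library totals ranged from 21222201 to 35311945 counts. The floor of 3 counts lay between 0.0850 and 0.141 CPM. The gene with the most counts held at most 1.19% of a library, and the 100 genes with the most counts held between 17.2% and 22.8%. Between replicates, the chi-square per degree of freedom over genes was 5.97 in WT, 9.68 in AM and 67.9 in 6WP cells, where counting error alone gives 1. Exact permutation of 2 against 2 libraries cannot give p below 0.333, so no count of other splits of the samples was made.

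Gene lists for ATF4 targets, ER chaperones and ER-associated degradation, sterol synthesis, p53 targets and a further pathway were compiled from general knowledge of these pathways. The 5 lists were tested in 3 comparisons with camera from limma at an inter-gene correlation of 0.01, and the 15 p-values were adjusted together. The results of the last list are not reported. The lists, the main test and the first group of alternatives below were fixed before the data were examined. The same holds for the rule for naming genes. It names every gene that the paper names for the RNA-seq data in its text, Table 1 and Figure 3. It adds, for 6WP against WT and 6WP against AM, the 5 largest rises and the 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 log2 CPM and non-overlapping groups. Genes of the lists shown in Figure 3 and the genes of Table S1 were read from the paper.

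The alternatives in this group were DESeq2's size factors in edgeR, upper quartile normalization, library size only, no filter beyond 1 count in total, at least 10 counts in every library, the Wald test of DESeq2, the exact test and the likelihood ratio test of edgeR, a fit to only the 2 groups compared, a replicate block, each library left out in turn, and for the lists an inter-gene correlation estimated from the data and removal of the genes shown in Figure 3. Alternatives chosen after seeing the data were a GC content offset, a gene length offset, a GC content offset with replicate block, and thinning of all libraries to the smallest total of 21222201 counts. The GC and length offsets were loess curves with a span of 0.5, centred in each library after an earlier version without centring had shifted the scaling. They cover the 13710 tested genes (93.4%) with a value in the annotation, and 23277 of the 29804 symbols matched it. Gene positions, overlaps and primer positions were taken from GENCODE on GRCh38.

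The pipeline was tested on simulated counts with 200 changed genes among 14465. It called 187 of these (93.5%) and 13 others, 6.50% of its calls. The simulation gave each gene the same spread in all groups and left genes with few counts unchanged. It therefore does not show the error rate under the wider spread of the 6WP libraries (median SD 0.196, against 0.0854 in WT and 0.0911 in AM cells).

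The DNA methylation, proteomics, RT-qPCR, migration, clonogenic and survival data of the paper have no counts among the deposited RNA-seq values and were left out. The STRING and IPA networks were not rebuilt.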

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

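The tests of library depth, scaling, GC content, gene length, replicate spread and exchanged libraries for the numbers of genes were chosen only after their results had been seen, and so were the tests of scaling, GC content, the Figure 3 members and single libraries for the ER chaperone list. The other tests were chosen after the pattern was seen but before their own values were.

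The paper compares WT with 6WP cells and plots AM cells for OGDHL and ASNS. The AM libraries as a whole differed from both other groups at more genes than those differed from each other. At an adjusted p-value under 0.05, 2593 genes differed between AM and WT cells (1136 higher and 1457 lower in AM) and 3131 between 6WP and AM cells (1711 higher and 1420 lower in 6WP), against 440 between 6WP and WT cells. The first principal component held 50.9% of the variance and placed the AM libraries at 45.8 and 45.1, the WT libraries at -21.0 and -25.0 and the 6WP libraries at -12.4 and -32.5. The number of genes between AM and WT cells remained above that between 6WP and WT cells in each technical test. It was 2545 with all libraries thinned to the same depth, 2393 with scaling by library size only, 2813 with a GC content offset, 2655 with a gene length offset and 2680 without the 100 genes with the most counts. The wider spread between the 6WP libraries can lower the number of genes that pass a test, but without any test 1496 genes had an absolute log2 fold change above 1 in AM against WT cells and 762 in 6WP against WT cells. By Pearson's r of log2 CPM each of the 6 libraries was most similar to the other library of its group, but for the 6WP libraries by a small margin (0.982 between them and 0.981 between WT replicate 2 and 6WP replicate 1). By the chi-square per degree of freedom this held for 4 libraries, and both 6WP libraries were nearer to WT replicate 2 (47.2 and 59.6) than to each other (67.9). The WT libraries (5.97) and the AM libraries (9.68) were nearest to each other by both measures. A WT or AM library under the 6WP label would be expected at a value of this size from its own group, whereas no 6WP library lay below 47.2 from any WT or AM library. An exchange of whole groups, or a batch of culture or sequencing that coincides with a group, could not be tested, because the counts hold no record of the treatment or of the sequencing run.

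Candidate explanations from the state of the cultures at harvest were tested with gene lists in AM against WT cells. For cell density, a list of YAP target genes had an adjusted p = 0.5 with the inter-gene correlation estimated from the data, but only 15 of its 20 members could be tested, a smaller share than the 80% asked for by a rule made after this value was seen. Its median lay at -0.22 with 2 members higher and 3 lower in AM cells, and the adjusted p was 0.122 with the preset correlation. All members of the other lists were tested. For glycolysis the median lay 0.51 above all genes with 7 of 16 members higher in AM cells (adjusted p = 0.000317 with the preset correlation and 0.436 with the estimated one). For the share of dividing cells the median lay 0.49 above all genes with 5 of 24 members higher (adjusted p = 0.000261 with the preset correlation and 0.5 with the estimated one). In 6WP against AM cells, the medians were -0.57 for glycolysis with 10 members lower (adjusted p = 4.98e-06 with the preset and 0.355 with the estimated correlation), -0.82 for dividing cells with 8 members lower (6.82e-10 and 0.457) and 0.24 for the YAP targets with 4 members higher and 1 lower (0.120 and 0.5). In 6WP against WT cells the median for dividing cells was -0.32 with 1 member lower. Its adjusted p was 0.000317 with the preset and 0.5 with the estimated correlation. The other medians there were -0.21 for glycolysis (0.122 and 0.5) and 0.09 for the YAP targets (0.819 and 0.879). By the preset test a shift in dividing cells was thus not particular to AM cells. The difference between AM cells and both other groups therefore cannot be told apart from differences in culture state at harvest or from a batch, and time in culture is not separated from them by this design.

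The list of 30 ER chaperone and ER-associated degradation genes moved in opposite directions from WT cells, which marked it for a closer look. Its median relative to all genes was 0.67 in AM against WT cells, with 26 members higher at an adjusted p-value under 0.05, and -0.43 in 6WP against WT cells, with 8 members lower. The difference itself, tested as 6WP against AM cells, was -1.19 with 28 members lower (adjusted p = 2.78e-53, or 0.0129 with the estimated correlation). Both AM libraries lay above the WT mean (0.67 and 0.71) and both 6WP libraries below it. The 6WP library nearest to the WT mean was at -0.35, so the pattern is not that of a single library. The median in 6WP against WT cells was -0.43 with scaling by library size only, -0.43 with a GC content offset, -0.38 with a gene length offset, -0.42 with all libraries thinned to the same depth and -0.35 without the members shown in Figure 3, and in each of these tests the list stayed higher in AM than in WT cells. The value with scaling by library size tells little, because a factor per library moves the list and all genes alike. A wider change of the secretory pathway was tested with 35 translocation and transport genes that share no member with the list. Their median in 6WP against AM cells was -0.62 with 24 members lower (adjusted p = 2.04e-14 with the preset and 0.140 with the estimated correlation), so the difference between 6WP and AM cells cannot be told apart from a change of the whole secretory pathway. Against WT cells these genes had a median of 0.45 in AM cells with 19 members higher (adjusted p = 6.82e-10 with the preset and 0.140 with the estimated correlation). In 6WP cells it was -0.17 with 0 members lower (adjusted p = 0.0219 and 0.457), and the difference between this list and the chaperones was not tested. In the comparisons with AM cells, a difference in the state of the AM cultures at harvest was not separated from an effect of phleomycin by these tests. The fall of the chaperone list in 6WP against WT cells does not involve the AM cultures. With only these 2 groups in the model its median was -0.43 (camera with the preset correlation, adjusted p = 1.30e-17). This refit bears only on the scaling and spread shared with the AM libraries, because neither fit compares AM values here. The state of the WT and 6WP cultures was not separated from phleomycin.

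The sterol synthesis list of 25 genes also moved in opposite directions, with a median relative to all genes of 0.34 in AM and -0.60 in 6WP against WT cells. The difference, tested as 6WP against AM cells, was -0.98 with 21 members lower (adjusted p = 3.86e-24, or 0.0478 with the estimated correlation). Both AM libraries were above the WT mean (0.29 and 0.31) and both 6WP libraries below it (-0.57 and -0.81). The rise in AM cells did not pass with the estimated correlation (adjusted p = 0.419, range over the alternatives 0.000453 to 0.419). Over the alternatives the median in 6WP against AM cells lay between -1.02 and -0.96. No biological explanation was tested.

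VIM fell in AM cells and rose in 6WP cells, and the difference tested as 6WP against AM cells was a log2 fold change of 2.06, between 2.03 and 2.15 over the alternatives and between 2.00 and 2.12 with each library left out in turn. Scaling, filtering, depth, GC content and gene length were among these alternatives. Reads of VIM-AS1 on the opposite strand were not tested as a source, and no biological explanation was tested.

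In all, 25 genes differed from WT cells in opposite directions in AM and 6WP cells at an adjusted p-value under 0.05, and also differed between 6WP and AM cells. They include 8 members of the ER chaperone list (HSPA5, HSP90B1, MANF, PDIA4, PDIA6, CALR, DNAJC3 and SDF2L1), the sterol synthesis gene NSDHL, and VIM, RELN, DMGDH and PLA2G3. PDIA6, CALR, DNAJC3, SDF2L1 and NSDHL are named here after their values were seen. Technical alternatives were run for only some of the 25 genes.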

How the results depend on the processing

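The number of differentially expressed genes between 6WP and WT cells depended both on the test and on whether the third group was in the model. Against 440 genes in the quasi-likelihood test with all 6 libraries, there were 894 with no filter beyond 1 count in total, 1124 with the Wald test of DESeq2, 1419 with the exact test and 1492 with the likelihood ratio test. With only the 2 groups compared in the model there were 96, of which 95 were among the 440, and 100 and 102 when AM replicate 1 or 2 was left out. The other alternatives gave between 300 and 497 genes. With the replicate block there were 393 genes, against 440 without it. Genes that also had an absolute log2 fold change above 1 numbered 204, and 340 with no filter beyond 1 count in total, 468 with the exact test, 495 with the likelihood ratio test, 84 with only the 2 groups compared and from 88 to 89 across the fits that each left out 1 AM library. The cause was not tested.

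Between 6WP and AM cells, 3131 genes became 1309 with only the 2 groups compared and from 1291 to 1329 with 1 WT library left out. Between AM and WT cells, 2593 genes became 6620 with only the 2 groups compared and from 6535 to 6654 with 1 6WP library left out. The median SD of a gene between replicates was 0.0854 in WT, 0.0911 in AM and 0.196 in 6WP cells. A spread shared by the 3 groups is thus wider than that of AM and WT cells alone, and narrower than that of 6WP cells. Adjusted p-values for 6WP cells from the fit to all 6 libraries can therefore be too small. Without the third group, 96 genes differed between 6WP and WT cells and 1309 between 6WP and AM cells. Upper quartile normalization moved the median log2 fold change of all genes to 0.14 in 6WP against AM cells and to -0.09 in AM against WT cells. With it the share of higher genes among those called went from 54.6% to 68.2% in 6WP against AM cells and from 43.8% to 27.3% in AM against WT cells, and with library size only the latter was 30.5%. These directions are therefore relative to the normalization.

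For OGDHL in 6WP against WT cells, the log2 fold change of 1.01 passed the threshold with no filter beyond 1 count in total (1.01), the Wald test of DESeq2 (0.99), the exact test (1.01) and the likelihood ratio test (1.01), and in none of the other alternatives (adjusted p from 0.00782 to 0.172 overall). With each library left out in turn it ranged from 0.54 to 1.32. In 6WP against AM cells, OGDHL no longer passed with only the 2 groups compared (log2 fold change 1.10, adjusted p = 0.0548, range 0.000757 to 0.0548), and leaving out libraries gave 0.65 to 1.45. Its change in AM against WT cells, which passed in none of the alternatives, ranged from -0.28 to 0.10 when libraries were left out. ASNS in AM against WT cells no longer passed with upper quartile normalization (0.36), library size only (0.39) and the gene length offset (0.33, chosen after seeing the data), with adjusted p from 0.000485 to 0.0720 over all alternatives. Leaving out libraries gave 1.05 to 1.30 for ASNS in 6WP against WT cells, 0.66 to 0.76 against AM cells and 0.35 to 0.59 for AM against WT cells. With only the 2 groups compared, VIM (0.62, adjusted p from 0.000321 to 0.0964 over the alternatives) and METTL7B (-0.75, adjusted p from 2.57e-06 to 0.0734) no longer passed in 6WP against WT cells. Leaving out libraries gave 0.61 to 0.63 for VIM, -1.16 to -0.90 for METTL7A and -0.84 to -0.69 for METTL7B. The cause was not tested.

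With 1 AM library left out, 18 Table 1 genes were within the top 500 and 44 of the Figure 3a genes within the top 50. With the replicate block these numbers were 17 and 43, and with settings chosen after seeing the data they were 15 and 39 with the GC content offset, 16 and 39 with the GC content offset with replicate block, and 17 and 37 with the gene length offset. In the other alternatives that kept the same definition of the top genes, all 18 Table 1 genes stayed within the top 500 and between 42 and 50 Figure 3a genes within the top 50. With the top 500 limited to genes past both thresholds, 5 Table 1 genes were among them. With only the 2 groups compared, and with either AM library left out, 9 of the Figure 3c genes passed in place of 21. Of the Table S1 genes, 2 passed the adjusted p-value and 1 also had an absolute log2 fold change above 1. The cause was not tested.

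Among the lists, the ATF4 targets in 6WP against WT cells, the ER chaperones in all 3 comparisons and the sterol genes in 6WP against either control kept their direction and side of the threshold in every alternative run, with medians from 0.65 to 1.02 for the ATF4 targets and -0.43 to -0.35 for the ER chaperones in 6WP against WT cells. With the inter-gene correlation estimated from the data, the threshold was no longer passed by the ATF4 targets in 6WP against AM cells (median 0.50, adjusted p = 0.0676, range 1.16e-14 to 0.0676) and AM against WT cells (0.45, adjusted p = 0.0934, range 1.12e-11 to 0.0934), the sterol genes in AM against WT cells (0.34, adjusted p = 0.419, range 0.000453 to 0.419), and the p53 targets in 6WP against WT (-0.18, adjusted p = 0.545, range 0.0252 to 0.545) and AM against WT cells (-0.20, adjusted p = 0.545, range 0.0206 to 0.545). The p53 targets in AM against WT cells also failed to pass with library size only (-0.20, adjusted p = 0.0502). In 6WP against AM cells, where they did not pass in any alternative (adjusted p from 0.682 to 0.942), their median of 0.000670 reversed to -0.003489 with library size only and to -0.0152 with the gene length offset. The cause was not tested. The correlation between log2 fold changes of neighbouring genes in 6WP against WT cells went from 0.143 to 0.0937 with the GC content offset, chosen after seeing the data, so GC content accounts for part of it.

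Single genes named in the text beyond these results gave 685 further values for 49 combinations of gene and comparison: 620 kept their direction and side of the threshold, 17 were weaker, 46 were stronger and 2 reversed, both in XBP1, which did not pass in any setting (from -0.07 to 0.0274 with the GC content offset and to 0.0278 with the GC content offset with replicate block, adjusted p from 0.313 to 0.918 over the alternatives, offsets chosen after seeing the data). The cause was not tested. Of 294 values with a library left out, 229 kept theirs, 18 were weaker and 47 moved by more than the spread between replicates. Where leaving out a library left a group with 1 library, only the log2 fold change was taken. The depth limits the size of the change in LAMP3, with 17 and 12 counts in the WT libraries, and in LUM, with 36 and 12 counts in the 6WP libraries. It also limits that of PLCXD3 in 6WP against AM cells, with 2 and 6 counts in the AM libraries.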

Differences from the paper's values

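The paper's reported P for OGDHL in 6WP against WT cells is 0.0003, and the quasi-likelihood test of edgeR gave an unadjusted p of 0.00488 (adjusted p = 0.0785). Of the alternatives set before the data were examined, the likelihood ratio test (0.000373) and the exact test (0.000406) of edgeR came within a factor of 1.5 of the paper's value. DESeq2's size factors, upper quartile normalization, library size only, no filter beyond 1 count in total (0.000556), at least 10 counts in every library, the Wald test of DESeq2 (0.000596), only the 2 groups compared, the replicate block and leaving out either AM library did not. OGDHL, which the paper calls upregulated, passed an adjusted p-value of 0.05 with the likelihood ratio test (0.00782), the exact test (0.00856), the Wald test of DESeq2 (0.0125) and no filter beyond 1 count in total (0.0221), and not in the quasi-likelihood test.

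The methods describe the paper's 500 genes taken into IPA as having a log2 fold change above 1 and an adjusted p-value under 0.05, and 204 genes passed both thresholds in either direction. Of the alternatives set before the data were examined, no filter beyond 1 count in total (340), the exact test (468) and the likelihood ratio test (495) gave numbers within a factor of 1.5 of the paper's 500. DESeq2's size factors (210), upper quartile normalization (198), library size only (180), at least 10 counts in every library (185), the Wald test of DESeq2 (293), only the 2 groups compared (84), the replicate block (196) and leaving out either AM library (88 and 89) did not. The paper's 500 is the length of a top list and not a count of genes past a threshold. A number near it is therefore no measure of agreement, and all of these numbers are below it. Table 1 includes genes with a smaller change than this threshold, and with the top 500 limited to genes past both thresholds 5 of the paper's 18 shared genes were among them.

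Figure 3a presents its genes as the 50 with the smallest adjusted p-values. In the quasi-likelihood test 44 of them were among the top 50, and in the exact test and the likelihood ratio test 50 were. Figure 3c colours APLP1, SLC7A11, TENM1, UGT2B10 and UGT2B17 as differentially expressed. Their adjusted p-values in the quasi-likelihood test lay between 0.0542 and 0.0614, and all 26 coloured genes passed 0.05 with no filter beyond 1 count in total, the exact test and the likelihood ratio test.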

Other observations

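The tests of copy number for neighbouring genes and for chromosome 18 were chosen only after their results had been seen. The comparison with runs of neighbouring genes was chosen after the pattern was seen but before its own values were.

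Among the 440 genes that differed between 6WP and WT cells, 218 also differed between AM and WT cells, 193 of them in the same direction, and 247 also differed between 6WP and AM cells, 221 of them in the same direction relative to both controls. The log2 fold change in AM against WT cells had the same sign in 346 of the 440, and the slope through 0 of AM against WT on 6WP against WT was 0.50. It was 0.48 and 0.51 when the comparisons used different WT libraries, and the SD over choices of 1 library per group was 0.0367. The genes were selected on 1 of the axes and are not independent replicates, so the slope is a description.

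By the rule for naming genes, the largest rises in 6WP against AM cells were in PLCXD3 (log2 fold change 4.76), DMGDH (4.02), CLSTN2 (3.09), RELN (3.08) and CALCA (3.02), and the largest falls were in SMOC1 (-3.50), HSPA5 (-2.54), CORO1A (-2.51), PDIA4 (-2.45) and PLA2G3 (-2.38). The AM libraries held only 2 and 6 counts of PLCXD3, so depth limits the size of its change (standard error 0.66). With each library left out in turn it lay between 3.81 and 5.42. Exons of DMGDH overlap BHMT on the opposite strand.

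The list of p53 target genes had a median of -0.18 relative to all genes in 6WP against WT cells, with 0 members higher and 1 lower at an adjusted p-value under 0.05 (adjusted p of the list 0.0315, and 0.545 with the inter-gene correlation estimated from the data, range over the alternatives 0.0252 to 0.545). In the 6WP libraries its medians were -0.07 and -0.31 against the WT mean.

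Of 31 genes listed with differentially methylated CpG sites in Table S1, 26 were tested and 2 differed between 6WP and WT cells, EPHA4 (log2 fold change -1.90, adjusted p = 0.0249) and PGBD5 (0.73, adjusted p = 0.0383). Against the 438 of the other 14646 genes this gave p = 0.183 (Fisher's exact test, two-sided). Neither gene passed in every alternative, with adjusted p-values that reached 0.0776 for EPHA4 and 0.122 for PGBD5. PGBD5 is named after its value was seen. EPHA4 and PGBD5 also changed in AM against WT cells, by -2.62 and 1.07.

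Log2 fold changes of neighbouring genes on a chromosome were correlated, with 0.143 in 6WP against WT, 0.100 in 6WP against AM and 0.172 in AM against WT cells across 13696 genes, which are not independent replicates. None of 10000 permutations of gene order reached these values (p = 1e-04, the smallest these permutations can give). The hypothesis was a difference in copy number between the cell populations. The difference between the WT libraries, which copy number should not affect, gave a correlation of 0.0961 (0.0290 after a GC content offset). The difference between the AM libraries gave 0.0861 (0.0373) and that between the 6WP libraries 0.0677 (0.0611), so noise shared by neighbours accounts for part of the correlation. After the GC content offset, 0.0937 was left in 6WP against WT cells, more than 50% of the value without it, so GC content alone does not explain it either. The offset took the correlation to 0.107 in 6WP against AM cells and to 0.142 in AM against WT cells. Copy number cannot be told apart from shared regulation of neighbouring genes by these counts.

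The chromosome with the largest median was picked for a test of copy number after seeing all chromosomes. In AM against WT cells the median log2 fold change of 201 genes on chromosome 18 lay 0.17 above that of all genes and 0.23 after a GC content offset, and the largest of 10000 medians from permutations was 0.151. These permutations treat genes as independent, which the correlation between neighbours contradicts, so runs of 201 neighbouring genes on the other chromosomes were also compared. Of 9168 such runs, which overlap and are not independent, 0 had a median as far from 0, and the largest was 0.173. Both the permutations and the runs used values after the GC content offset, so they apply to the median of 0.23. The median of 0.17 without the offset was not tested in this way. After the offset the rise was seen in both AM libraries (0.19 and 0.22 against the WT mean) and in both 6WP libraries (0.13 and 0.16). A gain of chromosome 18 in part of the cells during culture is a candidate explanation that remains after these tests. Shared regulation particular to this chromosome was not tested, and no DNA copy number was measured in these samples.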
